# Kif11-haploinsufficient oocytes reveal spatially differential requirements for chromosome biorientation

**DOI:** 10.1038/s44319-025-00539-w

**Published:** 2025-08-20

**Authors:** Tappei Mishina, Aurélien Courtois, Shuhei Yoshida, Kohei Asai, Hiroshi Kiyonari, Tomoya S Kitajima

**Keywords:** Spindle, Oocyte, Meiosis, Chromosome Segregation, Cell Adhesion, Polarity & Cytoskeleton, Cell Cycle

## Abstract

Bipolar spindle assembly and chromosome biorientation are prerequisites for chromosome segregation during cell division. The kinesin motor KIF11 (also widely known as Eg5) drives spindle bipolarization by sliding antiparallel microtubules bidirectionally, elongating a spherical spindle into a bipolar-shaped structure in acentrosomal oocytes. During meiosis I, this process stretches homologous chromosome pairs, establishing chromosome biorientation at the spindle equator. The quantitative requirement for KIF11 in acentrosomal spindle bipolarization and homologous chromosome biorientation remains unclear. Here, using a genetic strategy to modulate KIF11 expression levels, we show that *Kif11* haploinsufficiency impairs spindle elongation, leading to the formation of a partially bipolarized spindle during meiosis I in mouse oocytes. While the partially bipolarized spindle allows chromosome stretching in the inner region of its equator, it fails to do so in the outer region, where merotelic kinetochore-microtubule attachments are favored to form. These findings demonstrate the necessity of biallelic functional *Kif11* for bipolar spindle assembly in acentrosomal oocytes and reveal a spatially differential requirement for homologous chromosome biorientation within the spindle.

## Synopsis

This study reveals the necessity of biallelic functional Kif11 for bipolar spindle assembly in acentrosomal oocytes and a spatially differential requirement for homologous chromosome biorientation within the spindle.

- Haploinsufficiency of Kif11 causes spindle assembly defects in mouse oocytes.
- Partially bipolarized spindles in Kif11-haploinsufficient oocytes allow chromosome biorientation in the inner region of the equator, but not in the outer region.
- Merotelic kinetochore-microtubule attachment is more likely to form in the outer region.
- Requirement of KIF11 dosage for chromosome biorientation differs spatially in the oocyte spindle.

## Abstract (web summary)

This study reveals the necessity of biallelic functional Kif11 for bipolar spindle assembly in acentrosomal oocytes and a spatially differential requirement for homologous chromosome biorientation within the spindle.

## Introduction

Accurate chromosome segregation during female meiosis is indispensable for the faithful transmission of genetic information to the next generation. Errors in this process result in the production of aneuploid eggs, fertilization of which causes pre-implantation loss, miscarriage, or congenital disorders such as Down syndrome (Herbert et al, 2015; Charalambous et al, 2023).

Chromosome segregation is driven by the spindle, a microtubule-based dynamic machine. In mammalian oocytes, which lack canonical centrosomes, entry to the M-phase of meiosis I promotes microtubule polymerization depending on chromosome-derived diffusible signals (Dumont et al, 2007; Schuh and Ellenberg, 2007; Holubcová et al, 2015; Drutovic et al, 2020). During prometaphase, these microtubules initially assemble into an apolar spherical spindle (Schuh and Ellenberg, 2007). Subsequently, KIF11/Eg5, a plus-end-directed kinesin, crosslinks antiparallel microtubules and slides them bidirectionally (Kapitein et al, 2005). This activity drives bipolar microtubule sorting within the spherical spindle, allowing chromosomes to congress along the spindle surface toward the rim of the future spindle equator, establishing a spatial arrangement of chromosomes called the prometaphase belt (Kitajima et al, 2011). KIF11-mediated microtubule sliding then drives progressive elongation of the spindle, transforming it into a bipolar-shaped structure during the prometaphase-to-metaphase transition (Schuh and Ellenberg, 2007). Spindle elongation allows microtubules to stretch homologous chromosome pairs toward the opposite poles (Schuh and Ellenberg, 2007; Kitajima et al, 2011). Stretched chromosomes align at the spindle equator, establishing chromosome biorientation and forming a spatial arrangement called the metaphase plate. Although both spindle bipolarization and chromosome biorientation are KIF11-dependent processes required for proper chromosome segregation, the spatiotemporal coordination between these processes remains poorly understood.

Chromosome dynamics within the spindle are spatially inhomogeneous. In both centrosomal somatic cells and acentrosomal oocytes, chromosome oscillations are more pronounced in the inner region of the spindle equator (Civelekoglu-Scholey et al, 2013; Takenouchi et al, 2024). In addition, in acentrosomal oocytes, chromosomes moving to the inner region of the spindle equator stretch earlier than those remaining in the outer region during the late prometaphase-to-metaphase transition (Takenouchi et al, 2024). Furthermore, stretched chromosomes in the inner region exhibit increased centromere-to-kinetochore distances during metaphase (Takenouchi et al, 2024), indicative of stronger microtubule-mediated pulling forces. These observations may imply that the spindle produces stronger KIF11-dependent bipolar pulling forces in the inner region of its equator. However, it remains unknown whether the amount of KIF11 required for chromosome stretching differs between the inner and outer regions of the spindle equator.

Elucidating the quantitative requirements for KIF11 is critical for advancing molecular understanding underlying female infertility. A recent study has identified heterozygous mutations in the *Kif11* gene in patients experiencing repeated failures of in vitro fertilization or intracytoplasmic sperm injection at fertility clinics (Wu et al, 2024). Overexpression of these mutant forms of KIF11 has been shown to exert dominant-negative effects, disrupting efficient chromosome alignment during meiosis I in human oocytes (Wu et al, 2024). However, whether a heterozygous loss-of-function mutation of *Kif11* impairs acentrosomal spindle bipolarization or homologous chromosome biorientation in oocytes remains unknown.

In this study, we establish a gene knockout strategy to investigate the quantitative requirements for KIF11 in mouse oocytes. We show that heterozygous knockout of the *Kif11* gene in oocytes compromises spindle elongation during the prometaphase-to-metaphase transition of meiosis I, followed by a significant delay or block in anaphase onset. *Kif11*-haploinsufficient oocytes exhibit a partially bipolarized spindle, with chromosomes stretching in the inner region of the metaphase plate but not in the outer region. These results demonstrate that the biallelic expression of functional KIF11 is required for acentrosomal oocyte meiosis and reveal a spatially differential nature of homologous chromosome biorientation on the spindle equator.

## Results and discussion

### Gene knockout strategy to study the quantitative requirements for KIF11 in mouse oocytes

To investigate the quantitative requirements for KIF11 in mouse oocytes, we used a strategy with heterozygous constitutive deletion and meiosis-specific conditional deletion of the *Kif11* gene (Fig. 1A,B). To generate the conditional deletion, we crossed our newly established floxed *Kif11* allele (*Kif11*^*fl*^, Fig. EV1A) mouse line with the meiosis-specific *Spo11-*Cre recombinase mouse line (Lyndaker et al, 2013). Offspring derived from mice carrying the conditional deletion allele were used to establish a constitutive deletion allele of *Kif11* (*Kif11*^*del*^). We estimated the expression levels of full-length Kif11 mRNA in isolated fully-grown oocytes using poly(A) RNA sequencing followed by counting of reads corresponding to the first exon of the *Kif11* gene (Fig. 1C). This analysis showed that heterozygous conditional deletion (*Spo11-Cre, Kif11*^*wt/fl*^) reduced Kif11 levels to 59.5%, whereas heterozygous constitutive deletion (*Kif11*^*fl/del*^ without *Spo11-Cre*) reduced them to 22.1% (Fig. 1D). 

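Poly(A) RNA was sequenced from fully-grown oocytes of 6 genotypes, 3 oocytes to a tube and 21 libraries in all. The 4 genotypes of the *Spo11*-Cre line gave 17 libraries from 9 mice. These were *Kif11* wt/fl without Cre (4 libraries of 2 mice), wt/fl *Spo11*-Cre (5 libraries of 3 mice), fl/del without Cre (4 libraries of 2 mice) and fl/del *Spo11*-Cre (4 libraries of 2 mice). The mouse of each library was read from the start of the library's name. *Kif11* fl/fl oocytes with *Gdf9*-Cre or *Zp3*-Cre gave 2 libraries each, and their mice are not named. The cDNA was made with the SMART-seq v4 kit, which primes at the poly(A) tail and keeps full-length molecules, and was then fragmented by Tn5, so that reads fall along the whole transcript. The authors trimmed the reads with fastp, aligned them to GRCm38 with Hisat2 and counted uniquely mapped reads per gene with featureCounts. They deposited 3 tables of counts, in which *Kif11* is counted over all of its exons, over exon 1 alone or over its last exon alone. The exon 1 table holds the 17 libraries of the *Spo11*-Cre line only. A gene's count over all exons was a median of 1.941 times its count in the last-exon table, so the first is read here as single reads and the others as read pairs. The totals were 7205010 to 18454549 reads per library, or 3691365 to 9470023 read pairs. *Kif11* is given as CPM, its count scaled by the total of the same library in the same table. For tests between genotypes, counts of the tubes of one mouse were summed, because tubes of one mouse are not independent, and were compared with edgeR's quasi-likelihood test, with Holm's correction over the 6 pairs of genotypes of the *Spo11*-Cre line.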

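Exon 1 of *Kif11*, the gene of the kinesin-5 motor that slides antiparallel spindle microtubules apart, was lower in fl/del oocytes than in wt/fl oocytes. It was at 3.41 ± 1.01 CPM in wt/fl (SD, n = 4 libraries) and at 0.754 ± 0.421 CPM in fl/del (SD, n = 4). In wt/fl *Spo11*-Cre oocytes it was at 2.03 ± 1.47 CPM (SD, n = 5), and the difference from wt/fl did not pass the test. Of the other kinesin genes, *Kif22* and *Kif20a* were lower in wt/fl *Spo11*-Cre oocytes and none passed the test in fl/del oocytes. *Kif11* (ENSMUSG00000012443) lies on the plus strand of chromosome 19 of GRCm38 from 37376403 to 37421859 and has 22 exons. Exon 1 runs from 37376403 to 37376667 and holds 191 bases of the 5′ UTR and the first 74 coding bases. Relative to the mean of wt/fl, exon 1 was at 59.7% ± 43.2 in wt/fl *Spo11*-Cre and at 22.1% ± 12.4 in fl/del (SD over libraries). Weighting each mouse equally gave 52.9% for wt/fl *Spo11*-Cre. The 5 wt/fl *Spo11*-Cre libraries spread from 0.645 to 4.32 CPM and overlapped with those of both other genotypes. The log2 fold change against wt/fl was −0.88 in wt/fl *Spo11*-Cre (standard error 0.562, Holm-adjusted p = 0.134 from edgeR) and −2.04 in fl/del (standard error 0.667, Holm-adjusted p = 0.00835 from edgeR). Each fl/del library was below each wt/fl library (two-sided exact permutation test over libraries, p = 0.0286, the smallest p that 4 against 4 allow; over mice, 2 against 2, p = 0.333, again the smallest). The means of the 2 wt/fl mice were 3.303 and 3.513 CPM and those of the 2 fl/del mice 0.424 and 1.085 CPM. The fl/del call from edgeR was lost without wt/fl mouse m923 and without fl/del mouse m921. Such a fit leaves a single mouse in a genotype and has less power. A lost call there does not show that the difference rests on that mouse. Between fl/del and wt/fl *Spo11*-Cre the log2 fold change was −1.16 (standard error 0.629, Holm-adjusted p = 0.134 from edgeR), and only without wt/fl *Spo11*-Cre mouse m922 did it pass the test (0.0348). Exon 1 held 16 to 29 read pairs per library in wt/fl, 6 to 29 in wt/fl *Spo11*-Cre and 1 to 10 in fl/del. Summed over libraries, the counts gave 57.3% (95% exact interval 41.9 to 78.2%) for wt/fl *Spo11*-Cre and 24.5% (14.9 to 38.7%) for fl/del. These intervals cover counting error only, since amplified reads are not independent molecules.
Of 28 measured genes of other kinesins, 2 were lower in wt/fl *Spo11*-Cre than in wt/fl and 26 did not pass edgeR's test after Benjamini-Hochberg adjustment over all genes (2 lower when adjusted over the list alone). *Kif22* (ENSMUSG00000030677), a kinesin that pushes chromosome arms away from the poles, was at 498.8 ± 29.9 CPM (SD, n = 3 mice) against 657 ± 10.0 CPM (SD, n = 2 mice) in wt/fl, a log2 fold change of −0.40 (standard error 0.0889, adjusted p = 0.00840 from edgeR). *Kif20a* (ENSMUSG00000003779), a kinesin of the central spindle, had a log2 fold change of −0.47 (standard error 0.110, adjusted p = 0.0130 from edgeR). Neither passed edgeR's test without wt/fl mouse m920 (adjusted p = 0.283 for *Kif22* and 0.177 for *Kif20a*) or without wt/fl mouse m923 (0.127 and 0.233). Adjusted over the list alone, *Kif22* and *Kif20a* were also lower with *Gdf9*-Cre, and *Kif22* with *Zp3*-Cre, against the same wt/fl mice. The change is therefore not particular to wt/fl *Spo11*-Cre, and its cause was not tested. As a set, the kinesin list did not pass the test against the other genes (adjusted p = 0.137 from limma's camera). In fl/del against wt/fl, 0 of the 28 passed edgeR's test, 3 had an unadjusted p under 0.05, and 0 passed with DESeq2 or with limma's voom (camera, adjusted p = 0.670).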

Heterozygous combination of the conditional and constitutive deletion alleles (*Spo11-Cre, Kif11*^*fl/del*^) resulted in a reduction of Kif11 levels to only 3.0% of the wild-type expression levels (Fig. 1D). 

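Exon 1 of *Kif11* was almost without reads in fl/del *Spo11*-Cre oocytes, in which a constitutively deleted allele is joined with a floxed allele that *Spo11*-Cre recombines in early meiotic prophase. It was at 0.102 ± 0.140 CPM (SD, n = 4 libraries of 2 mice), or 2.98% ± 4.10 of the mean of wt/fl (SD). The other kinesins measured did not pass the test in these oocytes, and of the kinetochore genes, which attach chromosomes to the spindle, *Cenpk* alone was higher by edgeR's test. The 4 libraries held 3 read pairs in exon 1 together, against 92 in the 4 wt/fl libraries, a ratio of 2.81% (95% exact interval 0.569 to 8.47%). Both libraries with a count of 0 allow levels of up to 0.413 CPM (m910_B1) and 0.351 CPM (m918_B3) at 3 counts of the total, and the 95% exact limits are 0.508 and 0.431 CPM. Without library m918_B4 the mean was 1.078% of wt/fl. The log2 fold change against wt/fl was −5.03 (standard error 0.865, Holm-adjusted p = 3.92e-07 from edgeR) and stayed past the test in each of the 14 alternative settings, with a highest p of 0.000383. Against wt/fl *Spo11*-Cre it was −4.15 (standard error 0.846, Holm-adjusted p = 1.71e-05 from edgeR). Against fl/del without Cre it was −2.99 (standard error 0.925, Holm-adjusted p = 0.00663 from edgeR), and this call was lost without fl/del mouse m919 (0.110), without fl/del *Spo11*-Cre mouse m910 (0.0770) and with a spread estimated from these genotypes alone (0.0887). The libraries of fl/del and fl/del *Spo11*-Cre overlapped (two-sided exact permutation test over libraries, p = 0.0571), through the shallow fl/del library m921_A7 alone (1 read pair, 0.271 CPM).
Of the 28 other kinesin genes, 0 passed edgeR's test between fl/del *Spo11*-Cre and wt/fl, 4 had an unadjusted p under 0.05, 1 passed with DESeq2 on libraries and 0 with DESeq2 on mouse sums or limma's voom. *Kif17* had a log2 fold change of −0.34 (standard error 0.102, adjusted p = 0.236 from edgeR) and was the only member lower when adjusted over the list alone. As a set, the kinesins gave an adjusted p of 0.205 from camera. Of 41 kinetochore and spindle checkpoint genes, 1 was higher, 0 were lower and 40 did not pass edgeR's test (1 higher when adjusted over the list alone; 2 passed with DESeq2 on libraries; camera, adjusted p = 0.513). The higher one was *Cenpk* (ENSMUSG00000021714), a subunit of the inner kinetochore, at 110 ± 3.33 CPM (SD, n = 2 mice) against 71.1 ± 11.0 CPM (SD, n = 2 mice) in wt/fl, a log2 fold change of 0.62 (standard error 0.129, adjusted p = 0.0212 from edgeR). *Cenpk* did not pass edgeR's test without wt/fl mouse m920 (adjusted p = 0.607), fl/del *Spo11*-Cre mouse m910 (0.192) or fl/del *Spo11*-Cre mouse m918 (0.238).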

Comparable levels of depletion were achieved with *Gdf9*-Cre or *Zp3*-Cre (Fig. 1D), two other widely used oocyte-specific drivers (Lewandoski et al, 1997; Vries et al, 2000; Lan et al, 2004). However, further analysis showed that the use of *Gdf9*-Cre or *Zp3*-Cre resulted in residual detectable reads corresponding to the last exon of the *Kif11* gene, whereas *Spo11*-Cre greatly reduced them (Fig. EV1B). 

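Counted over all of its exons, *Kif11* was lower than in wt/fl in fl/fl oocytes with *Gdf9*-Cre, active from the primordial follicle on, and with *Zp3*-Cre, active in growing oocytes. It was at 5.00 ± 0.153 CPM with *Gdf9*-Cre (SD, n = 2 libraries), at 6.11 ± 2.60 CPM with *Zp3*-Cre (SD, n = 2) and at 34.5 ± 8.46 CPM in wt/fl (SD, n = 4). In the *Spo11*-Cre line the same count was at 24.6 ± 5.04 CPM in wt/fl *Spo11*-Cre (SD, n = 5), 11.9 ± 3.06 CPM in fl/del (SD, n = 4) and 1.78 ± 0.685 CPM in fl/del *Spo11*-Cre (SD, n = 4). The mRNA of the driver gene *Gdf9* did not pass the test in *Gdf9*-Cre oocytes, and the call on *Zp3* mRNA in *Zp3*-Cre oocytes depended on the tool. As a percent of the mean of wt/fl, *Kif11* over all exons was at 14.5% ± 0.444 with *Gdf9*-Cre and 17.7% ± 7.53 with *Zp3*-Cre, and at 71.3% ± 14.6, 34.5% ± 8.87 and 5.17% ± 1.98 in the 3 genotypes of the *Spo11*-Cre line (SD over libraries). The log2 fold change against wt/fl was −2.85 with *Gdf9*-Cre (standard error 0.315, adjusted p = 3.84e-08 from edgeR over all genes) and −2.62 with *Zp3*-Cre (standard error 0.314, adjusted p = 4.23e-07 from edgeR). In the *Spo11*-Cre line it was −0.54 in wt/fl *Spo11*-Cre (standard error 0.199, adjusted p = 0.173 from edgeR), −1.43 in fl/del (standard error 0.226, adjusted p = 0.00170 from edgeR) and −4.31 in fl/del *Spo11*-Cre (standard error 0.267, adjusted p = 7.07e-17 from edgeR). For Kif11, fl/del vs wt/fl, the call over all genes was lost in 6 of 16 alternatives, namely without wt/fl mouse m920 (adjusted p = 0.371 from edgeR), without fl/del mouse m919 (0.0662), without fl/del mouse m921 (0.590), with filterByExpr (0.159), with all 21 libraries in the fit (0.182) and with read pairs from the last-exon table (0.210). The last-exon table counts *Kif11* in that exon alone, so for *Kif11* this last setting is another measure and not only another unit. Adjusted for *Kif11* alone over the 6 pairs, in a test added after the results over all genes were seen, wt/fl *Spo11*-Cre (Holm-adjusted p = 0.00936 from edgeR) and fl/del (Holm-adjusted p = 2.28e-07 from edgeR) both passed against wt/fl. The call on wt/fl *Spo11*-Cre held in 13 of 16 alternatives. It was lost without wt/fl mouse m920, which left a single wt/fl mouse, and without wt/fl *Spo11*-Cre mouse m922 (0.0537). The call on fl/del held in all 15 alternatives. Against fl/del *Spo11*-Cre, the log2 fold change was 1.45 with *Gdf9*-Cre (standard error 0.333, adjusted p = 0.0186 from edgeR) and 1.68 with *Zp3*-Cre (standard error 0.335, adjusted p = 0.00241 from edgeR). All libraries of both drivers were below all wt/fl libraries (two-sided exact permutation test over libraries, p = 0.0667, the smallest p that 2 against 4 allow). *Gdf9* mRNA had a log2 fold change of −0.01 with *Gdf9*-Cre (standard error 0.143, adjusted p = 1 from edgeR) and *Zp3* mRNA one of −0.44 with *Zp3*-Cre (standard error 0.130, adjusted p = 0.0876 from edgeR). For Zp3, fl/fl Zp3-Cre vs wt/fl, the adjusted p was 0.00403 with DESeq2 on libraries, 0.0253 with DESeq2 on mouse sums, 0.0214 with limma's voom and 0.00195 from edgeR without the second *Zp3*-Cre library. These 4 libraries differ from wt/fl and from fl/del *Spo11*-Cre in the *Kif11* genotype as well as in the driver. They are not among the 17 that the methods count, so the driver cannot be told apart from other differences. Their depth was 7801470 to 10759741 reads. The exon 1 counts of the *Gdf9*-Cre and *Zp3*-Cre libraries are not in the deposited table and were not analysed here. The paper's reported exon 1 levels for them are 0 and 0.418 CPM with *Gdf9*-Cre, 6.13% of the paper's wt/fl mean, and 0.247 and 0.235 CPM with *Zp3*-Cre, 7.08% of that mean. All 4 levels lie below 3 counts of the library's total in the last-exon table (0.538 to 0.742 CPM). These percentages are therefore only rough. The count over all exons also takes in 846 bases of the last exon outside the floxed segment, so its percent is not that of full-length mRNA alone. Last-exon read pairs, summed over libraries, were 29% of the reads over all exons with *Gdf9*-Cre, 30.9% with *Zp3*-Cre and 11.1% in wt/fl.

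**Figure D1:**
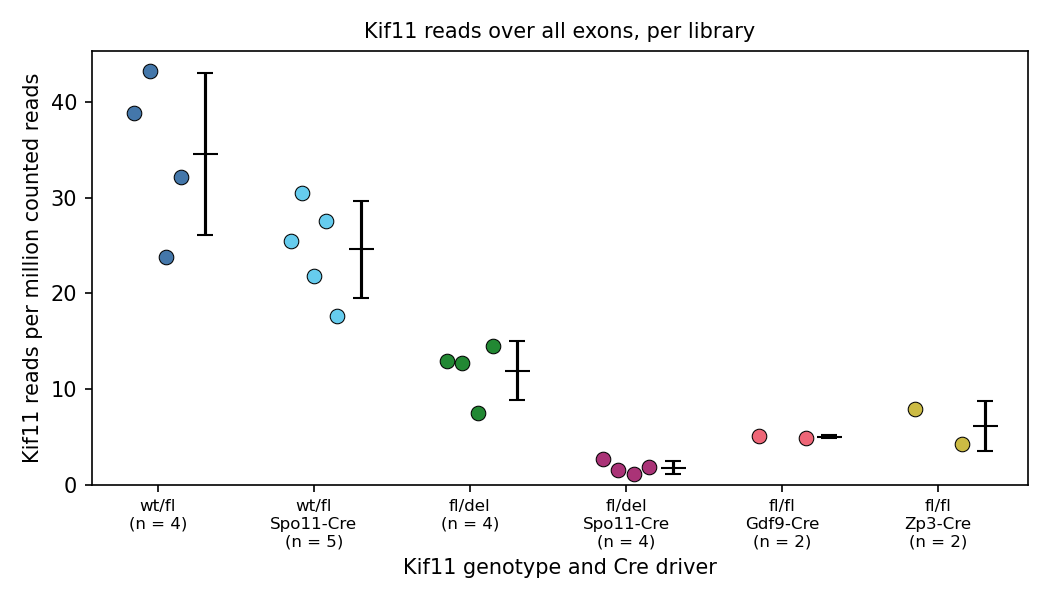
*Kif11* over all exons in CPM for the libraries of the 6 genotypes (a point per library, mean and SD beside the points). The 4 fl/del *Spo11*-Cre libraries lie at 1.08 to 2.70 CPM and the *Gdf9*-Cre and *Zp3*-Cre libraries between 4.27 and 7.95 CPM.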

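Reads in the last exon of *Kif11*, which ends the coding sequence and carries the 3′ UTR, were lower in fl/del *Spo11*-Cre oocytes than in each other genotype by edgeR's test, although single libraries of fl/del *Spo11*-Cre and fl/del overlapped. The last exon was at 0.949 ± 0.193 CPM in fl/del *Spo11*-Cre (SD, n = 4 libraries), against 2.81 ± 0.167 CPM with *Gdf9*-Cre (SD, n = 2) and 3.65 ± 2.17 CPM with *Zp3*-Cre (SD, n = 2). In wt/fl it was at 7.45 ± 2.69 CPM (SD, n = 4), in wt/fl *Spo11*-Cre at 6.37 ± 0.797 CPM (SD, n = 5) and in fl/del at 2.34 ± 1.17 CPM (SD, n = 4). Relative to the mean of wt/fl these were 12.7% ± 2.60 in fl/del *Spo11*-Cre, 37.7% ± 2.24 with *Gdf9*-Cre, 49.1% ± 29.2 with *Zp3*-Cre, 85.5% ± 10.7 in wt/fl *Spo11*-Cre and 31.4% ± 15.7 in fl/del (SD over libraries). The last exon, exon 22, lies on chromosome 19 of GRCm38 from 37420259 to 37421859. Its log2 fold change against wt/fl was −2.96 in fl/del *Spo11*-Cre (standard error 0.448, Holm-adjusted p = 9.58e-09 from edgeR), −1.54 in fl/del (standard error 0.406, Holm-adjusted p = 0.000987 from edgeR) and −0.24 in wt/fl *Spo11*-Cre (standard error 0.350, Holm-adjusted p = 0.502 from edgeR). The 3 other pairs of the *Spo11*-Cre line passed edgeR's test, with Holm-adjusted p from 2.52e-08 to 0.00548. With Holm's correction over 4 comparisons, it was −1.47 with *Gdf9*-Cre (standard error 0.485, Holm-adjusted p = 0.00973 from edgeR) and −1.15 with *Zp3*-Cre (standard error 0.482, Holm-adjusted p = 0.0194 from edgeR). Against fl/del *Spo11*-Cre it was 1.48 with *Gdf9*-Cre (standard error 0.545, Holm-adjusted p = 0.0168 from edgeR) and 1.80 with *Zp3*-Cre (standard error 0.544, Holm-adjusted p = 0.00587 from edgeR). An exact permutation test of 2 libraries against 4 cannot give a p below 0.0667, which is what both gave against fl/del *Spo11*-Cre. Against wt/fl the exact permutation test gave p = 0.133 for *Gdf9*-Cre and p = 0.2 for *Zp3*-Cre, whose first library (5.19 CPM) was above the lowest wt/fl library (3.84 CPM). Without that library *Zp3*-Cre was at 28.4% of wt/fl. Library m921_A7 of fl/del (0.813 CPM) lay within the fl/del *Spo11*-Cre libraries (exact permutation test, p = 0.114). This library, the shallowest, held 3 read pairs in the last exon (95% exact interval 0.168 to 2.38 CPM). The other fl/del libraries lay at 2.08 to 3.48 CPM, above all fl/del *Spo11*-Cre libraries. The calls on *Gdf9*-Cre and *Zp3*-Cre rest on few samples. The Holm-adjusted p from edgeR rose to 0.149 (*Gdf9*-Cre) and 0.237 (*Zp3*-Cre) against wt/fl without wt/fl mouse m920, to 0.0581 without the first *Gdf9*-Cre library and to 0.239 without the second *Zp3*-Cre library. Against fl/del *Spo11*-Cre it rose to 0.0616 and 0.0503 without mouse m918, to 0.0581 without the first *Gdf9*-Cre library and to 0.138 without the first *Zp3*-Cre library. In the *Spo11*-Cre line the fl/del call was lost without wt/fl mouse m920 (0.0648) or fl/del mouse m921 (0.0618), the difference between fl/del and wt/fl *Spo11*-Cre without fl/del mouse m921 (0.103), and that between fl/del *Spo11*-Cre and fl/del without fl/del mouse m919 (0.310) or fl/del *Spo11*-Cre mouse m918 (0.0756), with limma's voom (0.0632) and with only these genotypes compared (0.0530). The last exon held 6 to 10 read pairs per library in fl/del *Spo11*-Cre, 14 and 15 with *Gdf9*-Cre and 9 and 21 with *Zp3*-Cre. Summed over libraries, the percent of wt/fl was 12.7% (95% exact interval 8.34 to 18.7%) in fl/del *Spo11*-Cre, 37.4% (24.4 to 55.3%) with *Gdf9*-Cre and 48.3% (31.8 to 71.1%) with *Zp3*-Cre. From the reads left in the last exon with *Gdf9*-Cre or *Zp3*-Cre and the larger reduction with *Spo11*-Cre, the paper reasons that *Spo11*-Cre was the driver to use for the conditional knockout. Because fl/del *Spo11*-Cre oocytes also carry a constitutively deleted allele, these comparisons do not isolate the driver. Relative to fl/del without Cre, fl/del *Spo11*-Cre was at 40.6% in the last exon. That is near the 37.7% and 49.1% of wt/fl with *Gdf9*-Cre and *Zp3*-Cre. Over all exons it was at 15.0% of fl/del, against 14.5% and 17.7% of wt/fl with these drivers. No fl/fl oocytes without Cre were sequenced.

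**Figure D2:**
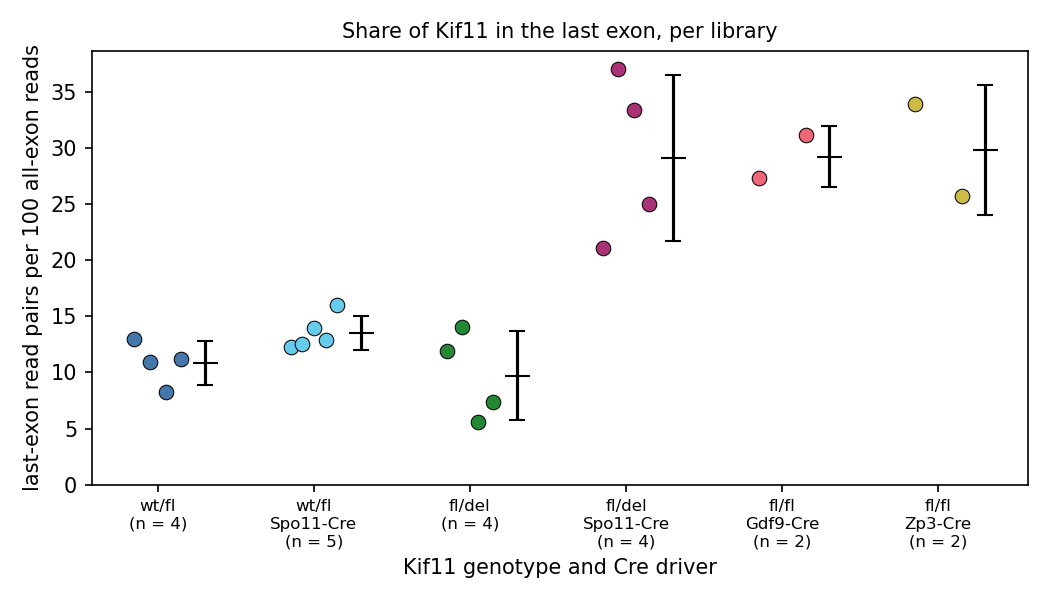
Read pairs in the last exon as a percent of the *Kif11* reads over all exons, for each library of the 6 genotypes (a point per library, mean and SD beside the points). The 8 libraries of fl/del *Spo11*-Cre, *Gdf9*-Cre and *Zp3*-Cre lie at 21.1 to 37.0% and the other 13 libraries at 5.56 to 16.0%.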

We therefore decided to use *Spo11*-Cre for conditional gene knockout in this study.

**Figure 1:**
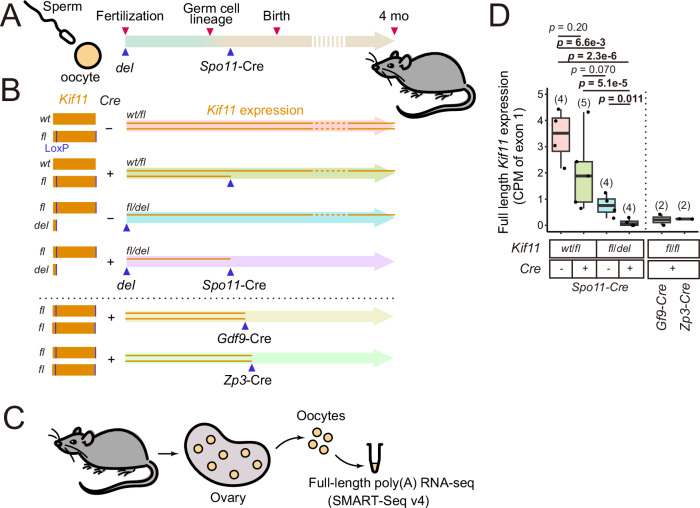
Gene knockout strategy to study the quantitative requirements for KIF11 in mouse oocytes. (**A**, **B**) Schematic of the generation of *Kif11* floxed mice. (**A**) *Spo11*-*Cre* allows activation of Cre in early prophase. (**B**) Duration of *Kif11* expression under different genotypes of the combination of *Kif11* (wild-type, floxed, and deleted allele) and *Spo11*-*Cre*. The orange lines within the arrows indicate the expression of *Kif11*. (**C**) Design overview of the low-input full-length poly (**A**) RNA sequencing using SMART-Seq v4 technology. (**D**) Box plot comparing the relative expression levels of full-length *Kif11* transcripts as measured by the coverage of the first exon from mice oocytes with respect to their genotype (Welch’s *t*-test with Holm’s correction for multiple comparisons; The numbers in parentheses above the box plot indicate the number of biologically independent experiments). Boxplots: Centerlines indicate the median; box limits represent the 25th and 75th percentiles; whiskers extend to the minimum and maximum values no further than 1.5 * IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Source data are available online for this figure.

**Figure EV1:**
Generation of *Kif11* floxed mice. (**A**) Diagram of the *Kif11* gene locus. Thin exon segments denote untranslated regions (UTR), and the thick exon segments denote coding regions. Black triangles indicate target sites for CRISPR-Cas9-mediated *Loxp* (green) insertion. Red arrows indicate primer positions used for genotyping. The protospacer adjacent motif (PAM, blue) and the guide RNA (gRNA) target sequences (red) are marked. (**B**) Box plot comparing the relative expression levels of residual *Kif11* transcripts as measured by the coverage of the final exon from mice oocytes with respect to their genotype (Welch’s *t*-test with Holm’s correction for multiple comparisons; The numbers in parentheses above the box plot indicate the number of biologically independent experiments). Boxplots: Centerlines indicate the median; box limits represent the 25th and 75th percentiles; whiskers extend to the minimum and maximum values no further than 1.5 * IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Source data are available online for this figure.

To verify the depletion of KIF11 protein, we used a single-oocyte immunofluorescence assay, given the unavailability of antibodies allowing a reliable detection of KIF11 by Western blotting on the limited amount of oocyte extracts. Quantification of immunofluorescence signals at metaphase of meiosis I showed that KIF11 levels on the spindle tended to be reduced in heterozygous conditional deletion oocytes (*Spo11-Cre, Kif11*^*wt/fl*^) and in heterozygous constitutive deletion oocytes (*Kif11*^*fl/del*^ without *Spo11-Cre*) (Fig. EV2A,B), whereas the heterozygous combination of the conditional and constitutive deletion alleles (*Spo11-Cre, Kif11*^*fl/del*^) resulted in a nearly complete depletion of KIF11 signals (Fig. EV2A,B).

**Figure EV2:**
Validation of KIF11 depletion. (**A**) Oocytes were stained for KIF11 (green), ACA (kinetochores, magenta), and Hoechst 33342 (DNA, cyan) fixed at 5 h after NEBD (metaphase). Single z-section images are shown. Scale bar, 5 μm. (**B**) Quantification of KIF11 accumulated at the spindle pole. KIF11 signals in *Kif11*^*fl/del*^*Spo11-Cre* oocytes were quantified at the chromosome centers. Welch’s *t*-test comparing all possible pairs with Holm’s correction for multiple comparisons. (**C**, **D**) Chromosome alignment defects in *Kif11-*deleted oocytes. Chromosome alignment index, defined as the sum of explained variance of PC1 and PC2 from PCA-transformed coordinates of chromosome position in 3D images, greater than 90% were considered as “chromosome-aligned” oocytes. The statistically significant differences (*p* < 0.05) in the frequency of chromosome-aligned oocytes between genotypes were compared by Fisher’s exact test comparing all possible pairs with Holm’s correction for multiple comparisons. Two biologically independent experiments were performed for panels (**A**, **B**, **D**). Boxplots: Centerlines indicate the median; box limits represent the 25th and 75th percentiles; whiskers extend to the minimum and maximum values no further than 1.5 * IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Source data are available online for this figure.

We then assessed chromosome alignment on these images. Quantification of the spatial distribution of chromosomes (Fig. EV2C) showed that whereas chromosomes were aligned on the metaphase plate in control oocytes, misaligned chromosomes were significantly increased in heterozygous constitutive deletion (*Kif11*^*fl/del*^ without *Spo11-Cre*) oocytes (Fig. EV2D). Chromosome alignment was never observed in oocytes of the heterozygous combination of conditional and constitutive deletion (*Spo11-Cre, Kif11*^*fl/del*^) (Fig. EV2D). These results suggest that the genetically modified oocytes established in this study serve as models to investigate dose-dependent requirements for KIF11 in acentrosomal oocyte meiosis.

### Acentrosomal spindle elongation requires a full dose of KIF11

To monitor spindle bipolarization, we performed live imaging of the microtubule marker EGFP-MAP4 and the chromosome marker H2B-mCherry throughout M-phase of meiosis I (Schuh and Ellenberg, 2007; Kitajima et al, 2011) (Fig. 2A; Movie EV1). Quantification of spindle shape in 3D showed that control oocytes initially formed an apolar spherical spindle, which gradually elongated into a bipolar-shaped structure (Fig. 2A; Movie EV1), as indicated by a progressive increase in its aspect ratio (Fig. 2B,C). In contrast, spindle elongation was severely perturbed in heterozygous conditional deletion oocytes (*Spo11-Cre, Kif11*^*wt/fl*^) and in heterozygous constitutive deletion oocytes (*Kif11*^*fl/del*^ without *Spo11-Cre*) (Fig. 2A,C; Movie EV1). These oocytes subsequently exhibited a severe delay or block in anaphase entry (Fig. 2D). Oocytes with the heterozygous combination of conditional and constitutive deletions (*Spo11-Cre, Kif11*^*fl/del*^) exhibited almost no detectable spindle elongation or anaphase entry (Fig. 2A,C,D; Movie EV1). Importantly, the spindle elongation defect was rescued by expressing full-length KIF11, but not the mutant form of KIF11 lacking its motor domain, by RNA microinjection into fully-grown oocytes (Fig. EV3A–C). These results demonstrate that efficient spindle elongation and anaphase entry require the biallelic expression of functional KIF11 in acentrosomal oocytes.

**Figure 2:**
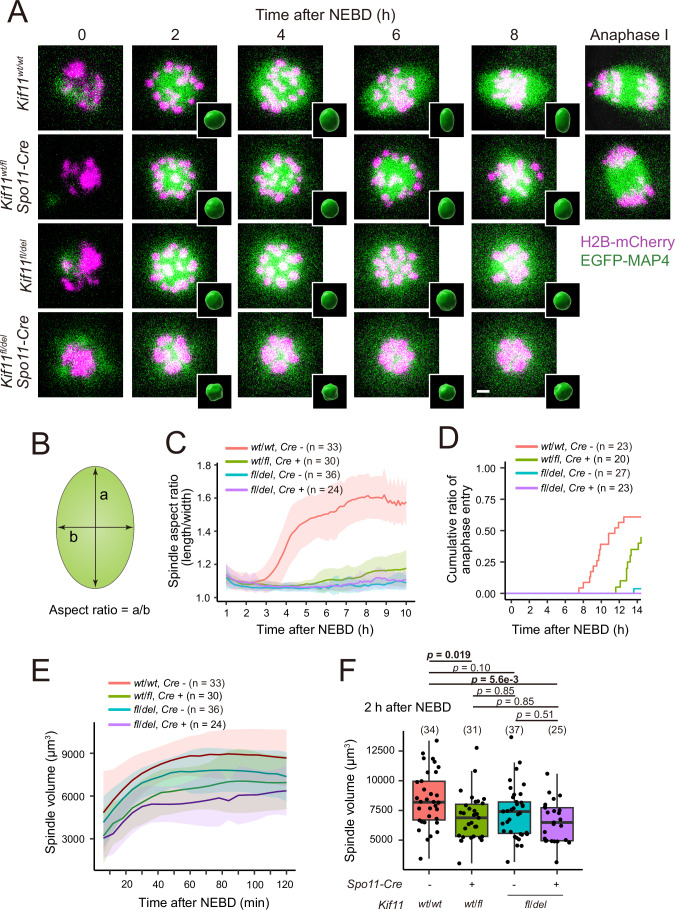
Spindle elongation requires a full dose of KIF11. (**A**) Live imaging of *Kif11*^*wt/wt*^ (control), *Kif11*^*wt/fl*^*Spo11-Cre* (single allele depletion from early prophase of meiosis), *Kif11*^*fl/del*^ (complete single allele depletion), and *Kif11*^*fl/del*^*Spo11-Cre* oocytes expressing EGFP-MAP4 (microtubules, green) and H2B-mCherry (chromosomes, magenta). Z-projection images are shown. 3D-reconstructed spindles are shown in insets. Scale bars 5 µm for z-projection images but not for 3D-reconstructed images. (**B**) Diagram for measuring the aspect ratio (length/width) of the 3D-reconstructed spindle. (**C**) Quantification of spindle bipolarization is shown as mean ± SD. Aspect ratio was measured. (**D**) Timing of anaphase entry for each genotype. (**E**) Spindle volume over time with mean ± SD. Spindle volume was determined from 3D-reconstructed images. (**F**) Box plot comparing spindle volume at prometaphase (2 h after nuclear envelope breakdown, NEBD) between genotypes (Welch’s *t-*test comparing all possible pairs with Holm’s correction for multiple comparisons). Three (**C**, **E**, **F**) or two (**D**) biologically independent experiments were performed. Boxplots: Centerlines indicate the median; box limits represent the 25th and 75th percentiles; whiskers extend to the minimum and maximum values no further than 1.5 * IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Source data are available online for this figure.

**Figure EV3:**
Rescue experiments and phenotypes caused by KIF11 inhibition with monastrol. (**A**) Kif11 constructs used for rescue experiments. *Kif11*^ΔMotor^ lacks the motor domain. (**B**) Live imaging of *Kif11*^*fl/del*^*Spo11-Cre* (conditional homozygous deletion) oocytes expressing EGFP-MAP4 (microtubules, green), H2B-SNAP (chromosomes, cyan), and one of the Kif11-mCherry, Kif11^ΔMotor^-mCherry or mCherry (magenta). Z-projection images and 3D-reconstructed spindle images are shown. Scale bars, 5 µm. (**C**) Box plot comparing spindle elongation at metaphase (9 h after NEBD) (Welch’s *t*-test comparing all possible pairs with Holm’s correction for multiple comparisons). (**D**) Live imaging of BDF1 mouse oocytes expressing EGFP-MAP4 (microtubules, green) and H2B-mCherry (chromosomes, magenta) in the presence of DMSO (control) or monastrol. Z-projection images are shown. Scale bars, 5 µm. (**E**) Spindle elongation over time is shown as mean ± SD. The aspect ratio (length/width) of 3D-reconstructed spindles was measured. (**F**) Spindle volume with mean ± SD determined from 3D-reconstructed images. (**G**) Box plot comparing spindle volume at prometaphase (2 h after NEBD) between control (DMSO) and monastrol (*p* = 0.63, Welch’s *t*-test). The numbers in parentheses above the box plot indicate the number of oocytes used for experiments. Three or two biologically independent experiments were performed for panels (**A**–**G**), respectively. Boxplots: Centerlines indicate the median; box limits represent the 25th and 75th percentiles; whiskers extend to the minimum and maximum values no further than 1.5 * IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Source data are available online for this figure.

We also noticed that KIF11-insufficient oocytes had a significantly smaller spindle volume, which was evident already before the time when control oocytes initiated spindle elongation (2 h after nuclear envelope breakdown, NEBD) (Fig. 2A,E,F; Movie EV1). In contrast, treatment of oocytes with monastrol, an inhibitor of KIF11 motor activity (Kapoor et al, 2000), did not significantly reduce the volume of the microtubule mass (Fig. EV3D–G). These results are consistent with the idea that the KIF11 protein, but not its motor activity, promotes microtubule polymerization in the early stage of acentrosomal spindle formation.

### *Kif11*-haploinsufficient oocytes form a partially bipolarized spindle

Although *Kif11*-haploinsufficient spindles lack an elongated shape, it is still possible that they have bipolar microtubule arrays. To address this, we used mNeonGreen-CEP192, a marker for acentriolar microtubule-organizing centers (MTOCs), which are located at spindle poles where microtubule minus ends are enriched (Clift and Schuh, 2015). As expected, live imaging showed that CEP192-labeled MTOCs were progressively enriched at spindle poles in control oocytes (Fig. 3A; Movie EV2). We found that heterozygous conditional deletion oocytes (*Spo11-Cre, Kif11*^*wt/fl*^) also exhibited a bipolar distribution of MTOCs (Fig. 3A–C; Movie EV2), although the distance between the two poles appeared to be smaller than that of control oocytes (Fig. 3D). In heterozygous constitutive deletion oocytes (*Spo11-Cre, Kif11*^*fl/del*^), the bipolar distribution of MTOCs was severely defective, although a weak bipolar enrichment was occasionally observed (Fig. 3A–C; Movie EV2). In oocytes with the heterozygous combination of conditional and constitutive deletions (*Spo11-Cre, Kif11*^*fl/del*^), no bipolar MTOC distribution was observed (Fig. 3A–C; Movie EV2). These results suggest that the acentrosomal spindle in *Kif11*-haploinsufficient oocytes, while failing to elongate, manages to establish a partial bipolarity.

**Figure 3:**
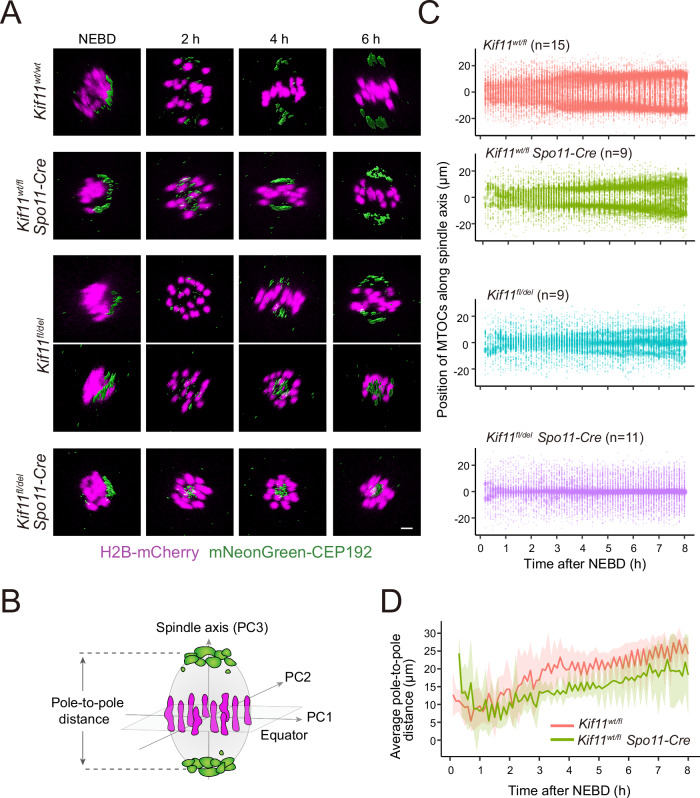
*Kif11*-haploinsufficient oocytes form a partially bipolarized spindle. (**A**) Live imaging oocytes expressing mNeonGreen-CEP192 (MTOCs, green; surface rendered) and H2B-mCherry (chromosomes, magenta) for each *Kif11* deletion genotype. 3D-reconstructed images with signal interpolation in z are shown. Scale bars 5 µm. (**B**) Diagram showing determination of the spindle axis and equator and the measurement of pole-to-pole distances based on chromosome and MTOC positions. (**C**) Bipolar MTOC sorting depends on KIF11 dosage. MTOC volume and its position along the spindle axis over time were measured from 3D-reconstructed images. The dots represent each MTOC with its size scaled by the relative MTOC volume. (**D**) Line plot comparing the two pole-to-pole distances between *Kif11*^*wt/fl*^ and *Kif11*^*wt/fl*^*Spo11-Cre* oocytes. Two biologically independent experiments were performed. Source data are available online for this figure.

### KIF11 insufficiency reveals spatially differential requirement for homologous chromosome biorientation on the spindle equator

These findings led us to investigate how KIF11 insufficiency affects homologous chromosome biorientation. In control oocytes, all homologous chromosome pairs established a stretched state at the spindle equator by metaphase, as indicated by an increased distance between homologous kinetochores (inter-kinetochore distance) (Fig. 4A,B). No spatial bias in inter-kinetochore distance on the spindle equator was observed in control oocytes (Fig. 4C,D), consistent with our previous report (Takenouchi et al, 2024). Interestingly, we found that in heterozygous conditional deletion oocytes (*Spo11-Cre, Kif11*^*wt/fl*^), homologous chromosome pairs in the inner region of the spindle equator were stretched with an increased inter-kinetochore distance, indicative of chromosome biorientation, while homologous chromosome pairs in the outer region were not (Fig. 4A–D). In heterozygous constitutive deletion oocytes (*Spo11-Cre, Kif11*^*fl/del*^), most homologous chromosome pairs were not stretched and were preferentially located in the outer region of the spindle equator (Fig. 4A–D). These results suggest that a higher dose of KIF11 is required for homologous chromosome biorientation at the outer region of the spindle equator in acentrosomal oocytes.

**Figure 4:**
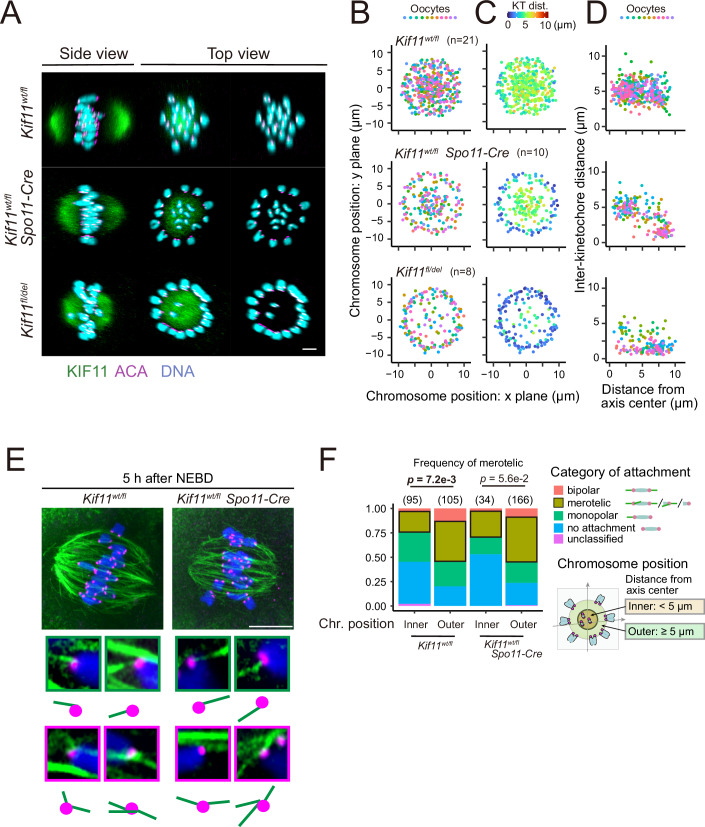
Spatially differential requirement for chromosome biorientation on the spindle equator. (**A**) Representative images of chromosome position and KIF11 localization for each genotype. Images are viewed in 3D with signal interpolation in z. Scale bar, 5 μm. (**B**) Distribution of chromosome positions on the spindle equator is shown. Each dot represents a chromosome. Colors indicate oocytes. (**C**) Chromosome positions are shown as in B, with color codes indicating inter-kinetochore distance. (**D**) 2D plot of inter-homologous kinetochore distance with respect to its position from the center of the spindle equator (right). Colors indicate oocytes. (**E**) Representative image of stable end-on kinetochore-microtubule (KT-MT) attachments for *Kif11*^*wt/fl*^ and *Kif11*^*wt/fl*^*Spo11-Cre* oocytes. Cold-treated oocytes were stained for MTs (green), KTs (ACA, magenta), and chromosomes (Hoechst 33342, blue). Magnified images of representative end-on merotelic (magenta frame) and correct end-on (green frame) attachments are shown. Contrasts were adjusted in each of the magnified images. Scale bar, 10 μm. (**F**) Frequency of KT-MT attachment classification showing frequent merotelic KT-MT attachments in chromosomes located in the outer region of the spindle. Chromosome KT-MT attachment status was classified as “bipolar” (correct end-on at both KTs), “merotelic” (one or both of the KTs with end-on from both spindle poles), “monopolar” (correct end-on at one of the KTs), “no attachment” at both KTs, and “unclassified”. Chromosomes were defined as “inner” or “outer” chromosomes if they were located <5 or ≥5 μm, respectively, from the center of the spindle equator. The numbers in parentheses above the bar indicate the number of kinetochores included in each category. The statistically significant differences in the frequency of merotelic attachment between “inner” and “outer” regions were compared for each genotype using Fisher’s exact with Holm’s correction for multiple comparisons. Two and three biologically independent experiments were performed for panels (**A**–**F**), respectively. Source data are available online for this figure.

### Merotelic kinetochore-microtubule attachments prefer to form in the outer region of the spindle equator

To gain insight into the spatial difference in the requirement for chromosome stretching, we visualized kinetochore-microtubule attachments (Fig. 4E). In control oocytes, where all chromosomes were aligned and fully stretched in both the outer and inner regions of the spindle equator (Fig. EV4A–D), kinetochores attached to microtubules from opposite poles (merotelic attachment) were preferentially found in the outer region (Fig. 4F). Notably, a similar spatial bias of merotelic attachment to the outer region was observed in heterozygous conditional deletion oocytes (*Spo11-Cre, Kif11*^*wt/fl*^) (Fig. 4F), where most chromosomes were not stretched in the outer region (Fig. EV4A–D). These results suggest that the spindle prefers to form merotelic kinetochore-microtubule attachments in the outer region of the equator, regardless of the stretched or unstretched state of chromosomes. We propose that the full dose of KIF11 ensures chromosome stretching with merotelic kinetochores in the outer region of the spindle equator.

**Figure EV4:**
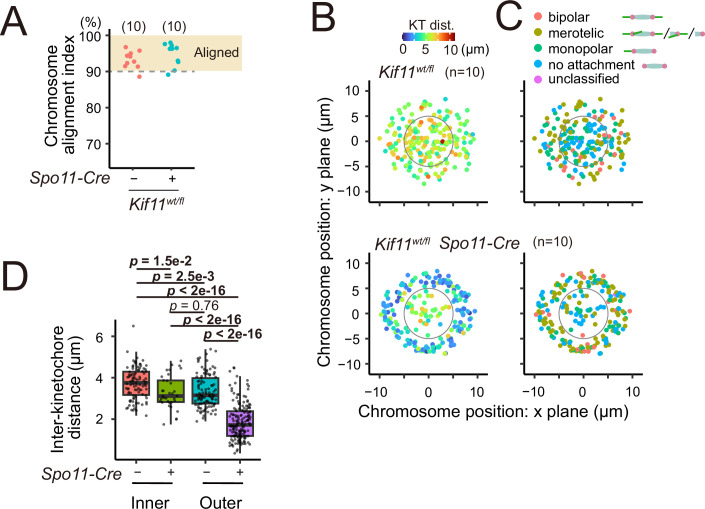
Spatial difference of KT-MT attachment status with respect to chromosome stretching. (**A**) Chromosome alignment index (see Fig. EV2) of oocytes analyzed for KT-MT attachments 5 h after NEBD. Each point represents one oocyte. The numbers in parentheses above the plots indicate the number of oocytes used for experiments. (**B**) Distribution of chromosome positions on the spindle equator with color codes indicating inter-kinetochore distance. (**C**) Chromosome positions are shown as in B, with color indicating KT-MT attachment status. (**D**) Box plot comparing inter-kinetochore distance with respect to chromosome position (inner or outer; see Fig. 4F) between genotypes. The statistically significant differences in inter-kinetochore distance between the chromosome positions were compared for each genotype by Welch’s *t*-test for all possible pairs with Holm’s correction for multiple comparisons. Three biologically independent experiments examining a total of ten oocytes for each genotype were performed. Boxplots: Centerlines indicate the median; box limits represent the 25th and 75th percentiles; whiskers extend to the minimum and maximum values no further than 1.5 * IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Source data are available online for this figure.

### Concluding remarks

In this study, we established mouse oocyte models with insufficient expression levels of KIF11, demonstrating that *Kif11* haploinsufficiency causes severe defects in acentrosomal spindle elongation during female meiosis I. The delay in spindle elongation in *Kif11*-haploinsufficient oocytes resulted in chromosome biorientation defects, particularly at the outer region of the spindle equator. These results suggest a spatially differential requirement for homologous chromosome biorientation on the spindle equator in oocytes: while the reduced levels of KIF11 are sufficient for homologous chromosome biorientation in the inner region, a full dose of KIF11 is required in the outer region (Fig. 5).

**Figure 5:**
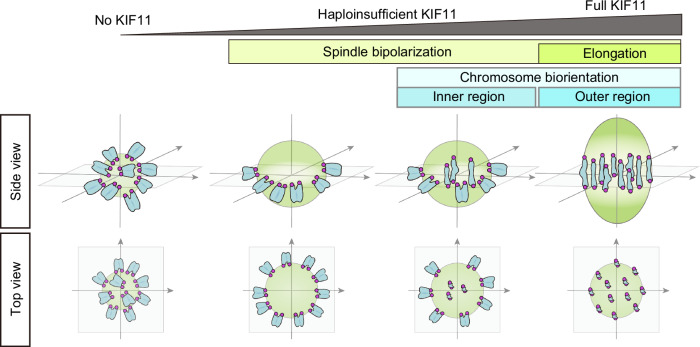
Model for spatially differential requirement of KIF11 dose for chromosome biorientation within the spindle. Diagram of spatially differential requirements of KIF11 during oocyte meiosis I. In oocytes with haploinsufficient KIF11, spindle elongation is impaired, leading to the formation of a partially bipolarized spindle, where chromosomes stretch in the inner region of the spindle equator but fail to do so in the outer region.

We propose two possible explanations for the spatially differential requirement for homologous chromosome biorientation. One possibility is that the polar ejection force is stronger in the outer region of the spindle equator. This force, which pushes chromosomes from the spindle poles toward the equator, can counteract KIF11-dependent bipolar microtubule pulling forces required for chromosome biorientation (Rieder et al, 1986; Chong et al, 2024). Stronger polar ejection forces in the outer region of the spindle equator may also explain less pronounced chromosome oscillation, as suggested in studies using centrosomal somatic cells (Civelekoglu-Scholey et al, 2013).

Alternatively, factors that cooperate with KIF11 to promote chromosome biorientation may be more concentrated in the inner region of the spindle equator. It is possible that the acentrosomal spindle has denser microtubules in its inner region prior to bipolarization, which may subsequently promote KIF11-mediated chromosome biorientation. Being occupied and surrounded by chromosomes, the inner region may experience higher concentrations of chromosome-derived signals, creating a microenvironment that enhances KIF11-mediated chromosome biorientation. For instance, chromosomes produce diffusible RanGTP signals that activate spindle assembly factors (Carazo-Salas et al, 1999; Kalab et al, 2002) such as HURP, a bundling factor that localizes to kinetochore-attached microtubules (Silljé et al, 2006; Wong and Fang, 2006; Koffa et al, 2006). HURP accumulates more prominently in the inner region of the spindle equator (Takenouchi et al, 2024), potentially cooperating with KIF11 to facilitate chromosome biorientation. Given that chromosomal RanGTP signals are more essential for spindle assembly in acentrosomal oocytes than in centrosomal somatic cells (Dumont et al, 2007; Schuh and Ellenberg, 2007; Moutinho-Pereira et al, 2013; Holubcová et al, 2015; Drutovic et al, 2020), the spatially differential nature of chromosome biorientation may be specific to acentrosomal oocytes. It is also possible that the meiosis I-specific chromosome feature contributes to the spatially differential nature of biorientation, as homologous chromosome biorientation during meiosis I requires kinetochore pair separation over greater distances compared to sister chromatid biorientation during meiosis II and mitosis.

In either scenario, the spindle likely exerts stronger bipolar pulling forces on chromosomes in the inner region of its equator. On the other hand, pulling forces are relatively weaker in the outer region, which is associated with increased opportunities for merotelic kinetochore-microtubule attachment. We suggest that this spatial difference makes chromosome stretching in the outer region particularly challenging and therefore sensitive to a reduction in KIF11 dosage.

The idea of spatially differential pulling forces aligns with our recent findings that the inner region of the metaphase plate has an increased risk of premature chromosome separation, a process depending on bipolar microtubule pulling forces, in aged oocytes (Takenouchi et al, 2024). Premature chromosome separation is a major cause of aging-associated chromosome segregation errors in oocytes (Sakakibara et al, 2015; Zielinska et al, 2015). Identifying mechanisms that regulate the spatial distribution of bipolar forces in the spindle will contribute to our understanding of the cause of egg aneuploidy.

Additionally, this study demonstrates severe meiotic defects caused by *Kif11* haploinsufficiency in oocytes. Heterozygous mutations in the *Kif11* gene have been identified in infertile patients at fertility clinics (Wu et al, 2024). Although several mutant forms of KIF11 have dominant-negative effects when overexpressed (Wu et al, 2024), our data suggest that a heterozygous loss-of-function of *Kif11* results in severe meiotic defects in oocytes and thus female infertility. Understanding the dosage-dependent role of KIF11 is therefore critical for advancing the molecular understanding of infertility and improving assisted reproductive technologies.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6NCrSlc (*M. musculus*)	Japan SLC	
B6D2F1/Slc (*M. musculus*)	Japan SLC	(C57BL/6NCrSlc ♀ × DBA/2CrSlc ♂) F1
Tg(*Spo11-cre*)1Rsw (*M. musculus*)	The Jackson Laboratory (Lyndaker et al, 2013)	032646
Tg(Gdf9-icre)5092Coo (*M. musculus*)	The Jackson Laboratory (Lan et al, 2004)	011062
Tg(Zp3-cre)3Knw(*M. musculus*)	The Jackson Laboratory (de Vries et al, 2000)	003651
*Kif11* flox (*M. musculus*)	This study	
*Kif11*^*flox/flox*^*Zp3-Cre* (*M. musculus*)	This study	
*Kif11*^*flox/flox*^*Gdf9-Cre* (*M. musculus*)	This study	
**Recombinant DNA**		
pGEMHE_EGFP-Map4	Schuh and Ellenberg 2007	
pGEMHE_H2B-mCherry	Kitajima et al, 2011	
pGEMHE_mNeonGreen-Cep192	Kyogoku and Kitajima 2017 (originally Clift and Schuh 2015)	
pGEMHE_mCherry	Asai et al, 2024	
pGEMHE_Kif11-mCherry	This study	
pGEMHE_Kif11Δmotor-mCherry	This study	
pGEMHE_H2B-SNAP	Takenouchi et al, 2024	
**Antibodies**		
human anti-centromere protein antibody	Antibodies Incorporated	15-234
rabbit anti-Kif11	Sigma	HPA010568
rat monoclonal anti-alpha tubulin	Bio-Rad	MCA77G
Alexa Fluor 488 goat anti-rabbit IgG (H + L)	Thermo Fisher	A11034
Alexa Fluor 488 goat anti-rat IgG (H + L)	Thermo Fisher	A11006
Alexa Fluor 555 goat anti-human IgG (H + L)	Thermo Fisher	A21433
**Oligonucleotides and other sequence-based reagents**		
custom ssODN	This study; Fasmac	Figure EV1
crRNA	Fasmac	GE-001
tracrRNA	Fasmac	GE-002
**Chemicals, enzymes and other reagents**		
Equine chorionic gonadotropin	ASKA Pharmaceutical	G4877-2000IU
CARD HyperOva	KYUDO	F-021
mMESSAGE mMACHINE T7 kit	invitrogen	AM1344
3-isobutyl-1-methyl-xanthine	Sigma-Aldrich	15879
monastrol	Sigma-Aldrich	M815
EcoRV	New England Biolabs	R0195S
SNAP-Cell 647-SiR	New England Biolabs	S9102S
Hoechst 33342	Invitrogen	H3570
SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing	Clontech	634891
Nextera XT DNA Library Preparation Kit	Illumina	FC-131-1096
Nextera XT Index Kit	Illumina	FC-131-1001
SPRISelect kit	Beckman Coulter	B23318
**Software**		
Fiji	https://fiji.sc/	
Imaris	Oxford Instruments	
base R (v4.3.0)	R Foundation for Statistical Computing	
fastp	Chen et al, 2018	
HiSat2 v2.2.1	Kim et al, 2019	
SAMtools	Danecek et al, 2021	
featureCounts v2.0.3	Liao et al, 2014	
DESeq2	Love et al, 2014	
**Other**		
Illumina HiseqX	Illumina	
LSM780, 880 confocal microscope	Zeiss	

### Methods and protocols

#### Mouse

The C57BL/6 background mice were used for genetic engineering. *Spo11-Cre* (Lyndaker et al, 2013), *Gdf9-Cre* (Lan et al, 2004), and *Zp3*-*Cre* (Vries et al, 2000) mice were obtained from the Jackson Laboratory (Strain #032646, #011062, and #003651, respectively). BDF1 mice were used for the experiments shown in Fig. EV3D–G. All mouse experiments were approved by the Institutional Animal Care and Use Committee at RIKEN Kobe Branch (IACUC).

#### Generation of *Kif11* floxed mice

The *Kif11* conditional knockout (floxed) mice (Accession No.: CDB0012E: https://large.riken.jp/distribution/mutant-list.html) were generated by CRISPR/Cas9-mediated genome editing in C57BL/6 zygotes using single-strand oligodeoxynucleotides (ssODN) as previously described (Hashimoto et al, 2016). The gRNA sites were designed using CRISPRdirect (Naito et al, 2014), and crRNA/tracrRNA and ssODN were chemically synthesized (Fasmac Co., Ltd). The floxed alleles are depicted in Fig. EV1A. Genotyping PCR was performed using the following primers, followed by EcoRV digestion: 5gtFW (5′-CTCCCGGTTCTCACTGTGTC-3′) and 5gtREV (5′-TGCACCTTAGCCATGTACTTTCA-3′) (WT: 731 bp, 5′-loxP: 323 and 446 bp) and 3gtFW(5′-GGCCAAGGCTGTTTCCCTAC-3′) and 3gtREV(5′-ACAGCGTTGTCAAAGCGAAA-3′) (WT: 500 bp, 3′-loxP: 322 and 218 bp). *Kif11* floxed mice were mated with *Spo11-Cre*, *Gdf9-Cre*, or *Zp3-Cre* mice to generate conditional knock-out.

#### Mouse oocyte culture

Female mice of three to four months old were injected with 5 IU of equine chorionic gonadotropin (eCG, ASKA Pharmaceutical) or 0.1 mL of CARD HyperOva (KYUDO) to hyperovulation. Full-grown oocytes at the germinal vesicle (GV) stage were collected from the ovaries 48 h after injection. The isolated oocytes were cultured in M2 medium containing 200 μM 3-isobutyl-1-methyl-xanthine (IBMX, Sigma) at 37 °C. Meiotic resumption was induced by washing to remove IBMX. When indicated, 100 μM monastrol was used.

#### Transcriptome analysis

Low-input RNA sequencing was conducted using the SMART-seq v4-based method following the manufacturer’s protocol with slight modifications in a 1/4 volume reaction. Briefly, isolated full-grown oocytes at the germinal vesicle (GV) stage were washed in washing medium [0.1% PBA in PBS] and collected manually with 0.5 μL of the washing medium in 2.125 μl cell lysis buffer [10X Lysis Buffer (TAKARA), RNase Inhibitor (TAKARA), and RNase-free water (Nacalai)] in 0.2 mL 8-strip tubes. Three oocytes were collected in each tube with one or two replicates from each mouse. The collected oocytes were lysed and stored at −80 °C until library preparation.

The SMART-seq v4 Ultra Low Input RNA Kit for Sequencing (Takara) was used to reverse transcribe poly(A) RNA and amplify full-length cDNA. Samples were amplified for 13 cycles in eight-strip tubes. After the cDNA was adjusted to 0.5 ng in 1.25 μL of elution buffer [10 mM Tris-HCl, pH 8.5], the Tn5 tagmentation-based reaction was performed with 1/4 volume of the Nextera XT DNA Library Preparation Kit (Illumina) with Nextera XT Index Kit (Illumina) according to the manufacturer’s protocol. Library DNA was amplified with 12 cycles of PCR and purified using 1.8× volume of SPRISelect (Beckman Coulter) and eluted into 12 μL of the elution buffer [10 mM Tris-HCl, pH 8.5]. Libraries were sequenced using HiSeqX with 150-bp paired-end. In total, 17 libraries were sequenced.

Hisat2 v2.2.1 (Kim et al, 2019) was used to align the reads to the mouse genome (GRCm38) after trimming adapter sequences and low-quality bases using fastp (Chen et al, 2018) with the option “-3 -q 15 -l 15”. The resulting binary alignment/map (BAM) files were sorted using SAMtools (Danecek et al, 2021). The featureCounts v2.0.3 tool implemented in the Subread software (Liao et al, 2014) was used to generate counts of reads uniquely mapped to annotated genes using the Ensembl (release 93) annotation gtf file. In order to quantify the first exon of Kif11, as a proxy for the full-length mRNA, reads were counted using the custom annotation gtf file with all Kif11 exons removed except for the exon 1. Differential expression of Kif11 between genotypes was tested with the DESeq2 package (Love et al, 2014) in R, which normalizes library sizes using the relative log expression (RLE) method, using the dataset of genes expressed in at least 3 samples. All possible genotype pairs under the *Spo11-Cre* +/− background were compared with Holm’s correction for multiple comparisons.

#### Live imaging

Messenger RNAs were transcribed in vitro using the mMESSAGE mMACHINE T7 Kit (Invitrogen). The following mRNAs were introduced by microinjection into fully-grown GV-stage mouse oocytes: 0.4–0.6 pg H2B-mCherry (Kitajima et al, 2011), 2.4–7 pg EGFP-Map4 (Schuh and Ellenberg, 2007), 0.6 pg H2B-SNAP (Takenouchi et al, 2024), 1.5 pg Kif11-mCherry, 1.5 pg Kif11^ΔMotor^-mCherry, 1.5 pg mCherry (Asai et al, 2024), and 0.4–0.6 pg mNeonGreen-Cep192 (Clift and Schuh, 2015; Kyogoku and Kitajima, 2017). For SNAP imaging, the oocytes were cultured in medium containing SNAP-Cell® 647-SiR (New England Biolabs) for 1 h at 37 °C. The oocytes were released from the dyes before live imaging. Live imaging was performed with a Zeiss LSM880 or LSM780 confocal microscope equipped with a 40x C-Apochromat 1.2NA water immersion objective lens, controlled by MyPiC (Politi et al, 2018). For spindle and chromosome imaging of wild-type and cKO mouse oocytes, 14–16 confocal z-sections (every 3 μm) of 512 × 512 pixel xy images were acquired every 5–6 min, whereas for control (DMSO) and inhibitor (Monastrol) treated oocyte imaging, 25 confocal z-sections (every 1.5 μm) of 256 × 256 pixel xy images were acquired at 5 min intervals. For microtubule-organizing center (MTOC) imaging, 25 confocal z-sections (every 15 μm) of 512 × 512 pixel xy images were acquired every 12 min.

#### 4D image analysis

Spindle and MTOCs were reconstructed into 3D surface renderings of EGFP-MAP4 and mNeonGreen-CEP192 signals, respectively, using Imaris software (Oxford Instruments). For each time point, the generated 3D surfaces were used to calculate the volume and its position (xyz coordinate) by the center of mass. For spindle shape analysis, the aspect ratio was determined by the length to width of an ellipsoid fitted to the generated 3D surface. To generate kymographs of MTOCs, chromosome positions were recorded in 3D for each time point. Principal component analysis (PCA) of chromosome positions was then performed to define the new xyz coordinates represented by the plate (PC1 and PC2 coordinates) and spindle axis (PC3 coordinates), as well as the magnitude of explained variance of each principal axis contribution (square of standard deviation; for example, complete chromosome alignment converged to explained variance of PC1, PC2, and PC3 axis as 0.5, 0.5, and 0, respectively). The 3D-reconstructed MTOCs positions were then transformed based on the new coordinates. Images covering almost the entire spindle were used for the analysis, and others were excluded.

#### Immunostaining

Oocytes were fixed with 1.6% formaldehyde in 10 mM PIPES (pH 7.0), 1 mM MgCl_2_, and 0.1% Triton X-100 for 30 min, followed by permeabilization with PBT (PBS supplemented with 0.1% Triton X-100) at 4 °C overnight. When indicated, oocytes were pretreated with cold M2 medium on ice for 5 min (Figs. 4E,F and EV4) before fixation. The oocytes were blocked with 3% bovine serum albumin (BSA)-PBT for 2 h and incubated at 4 °C overnight with primary antibodies. The oocytes were washed with 3% BSA-PBT and then incubated with secondary antibodies and 5 µg/ml Hoechst 33342 for 2 h or overnight (Figs. 4E,F and EV4). The oocytes were washed again and suspended in 0.01% BSA-PBS. The oocytes were imaged under a Zeiss LSM780 confocal microscope equipped with a GaAsP detector or an LSM880 confocal microscope with AiryScan (Figs. 4E,F and EV4) and a 40x C-Apochromat 1.2NA water immersion objective lens. We recorded z-confocal sections (every 1 μm) of 512 × 512 pixel xy images to capture the entire spindle of the oocyte using LSM780, or z-confocal sections (every 0.2 μm) of 1000 × 1000 pixel xy images to capture the spindle microtubules and kinetochores using LSM880 (Figs. 4E,F and EV4).

The following primary antibodies were used: human anti-centromere antibodies (1:200, ACA, 15-234, Europa Bioproducts), a rabbit anti-KIF11 (1:500, HPA010568, Sigma), and a rat monoclonal anti-alpha tubulin (1:2000, MCA77G, Bio-Rad). The secondary antibodies were Alexa Fluor 488 goat anti-rabbit IgG (H + L) (A11034); Alexa Fluor 555 goat anti‐human IgG (H + L) (A21433); Alexa Fluor 488 goat anti-rat IgG (H + L) (A11006); Alexa Fluor 555 goat anti-human IgG (H + L) (A21433). Representative single slice or Z-projection images are shown.

#### Quantification of fluorescent signal intensity

Fiji (https://fiji.sc/) was used to quantify fluorescent signals. To determine the KIF11 levels at the spindle pole, the mean fluorescence intensity of KIF11 around the peak of the signal was measured. For *Kif11*^*fl/del*^*Spo11-Cre* oocytes, KIF11 was quantified at the chromosome centers based on the microtubule enrichment in live imaging. The levels of ACA at kinetochores were also measured. The mean background intensity was obtained in the cytoplasmic region. The ratio of the value obtained from the KIF11 to that of ACA was calculated.

For the chromosome and kinetochore distribution analysis, images were reconstructed in 3D with Imaris, and the 40 kinetochore positions were manually determined. Chromosome positions were represented as the center of its two homologous kinetochores. The degree of chromosome alignment was calculated by performing the PCA on the xyz coordinates of the 20 chromosome positions as in the MTOCs analysis above. Oocytes were considered to have “aligned chromosomes” if their cumulative explained variance of PC1 and PC2 for chromosome positions was >0.90.

For the kinetochore-microtubule (KT-MT) attachment analysis, the chromosome KT-MT attachment status was manually classified as “bipolar” (correct end-on at both KTs), “merotelic” (one or both of the KTs with end-on from both spindle poles), “monopolar” (correct end-on at one of the KTs), “no attachment” at both KTs, and “unclassified” when kinetochores are located near the acentriolar microtubule-organizing center, where dense microtubules interfere with classification. Chromosomes were defined as “inner” or “outer” chromosomes if they were located <5 or ≥5 μm, respectively, from the center of the spindle equator.

#### Statistical analysis

Statistical significance was examined with R. Statistical tests, sample sizes and *p* values are shown in figures and figure legends. When needed, Holm’s corrections were applied for correction of multiple comparisons.

## Supplementary information

Peer Review File

Movie EV1

Movie EV2

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Expanded View Figures

## Data Availability

Microscopy images acquired and analyzed in this study were deposited in the BioImage Archive under accession number S-BIAD1946. Expression profile data generated and analyzed in this study were deposited in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284383) database under accession number GSE284383. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00539-w.

# Supplementary material for: Kif11-haploinsufficient oocytes reveal spatially differential requirements for chromosome biorientation
**Source:** EMBO Rep. 2025 Aug 20;26(18):4419–35. doi: 10.1038/s44319-025-00539-w
**Supplement:** Supplementary file 2 — Movie EV1

**Movie EV1: KIF11 dose-dependent differences in spindle elongation.**

Live imaging of spindle shape dynamics during meiosis I. Z-projection images of microtubules (EGFP-MAP4, green) and chromosomes (H2B-mCherry, magenta) are shown. Time in hh:mm. Scale bar, 5 μm. See also Fig. 2.

# Supplementary material for: Kif11-haploinsufficient oocytes reveal spatially differential requirements for chromosome biorientation
**Source:** EMBO Rep. 2025 Aug 20;26(18):4419–35. doi: 10.1038/s44319-025-00539-w
**Supplement:** Supplementary file 3 — Movie EV2

**Movie EV2: Difference in the spindle bipolarization in response to the dose of KIF11.**

Live imaging of spindle bipolarity dynamics during meiosis I. Z-projection images of MTOCs (mNG-CEP192, green) and chromosomes (H2B-mCherry, magenta) are shown. Time in hh:mm. Scale bar, 5 μm. See also Fig. 3.

# Supplementary material for: Kif11-haploinsufficient oocytes reveal spatially differential requirements for chromosome biorientation
**Source:** EMBO Rep. 2025 Aug 20;26(18):4419–35. doi: 10.1038/s44319-025-00539-w
**Supplement:** Supplementary file 12 — Expanded View Figures

Expanded View Figures

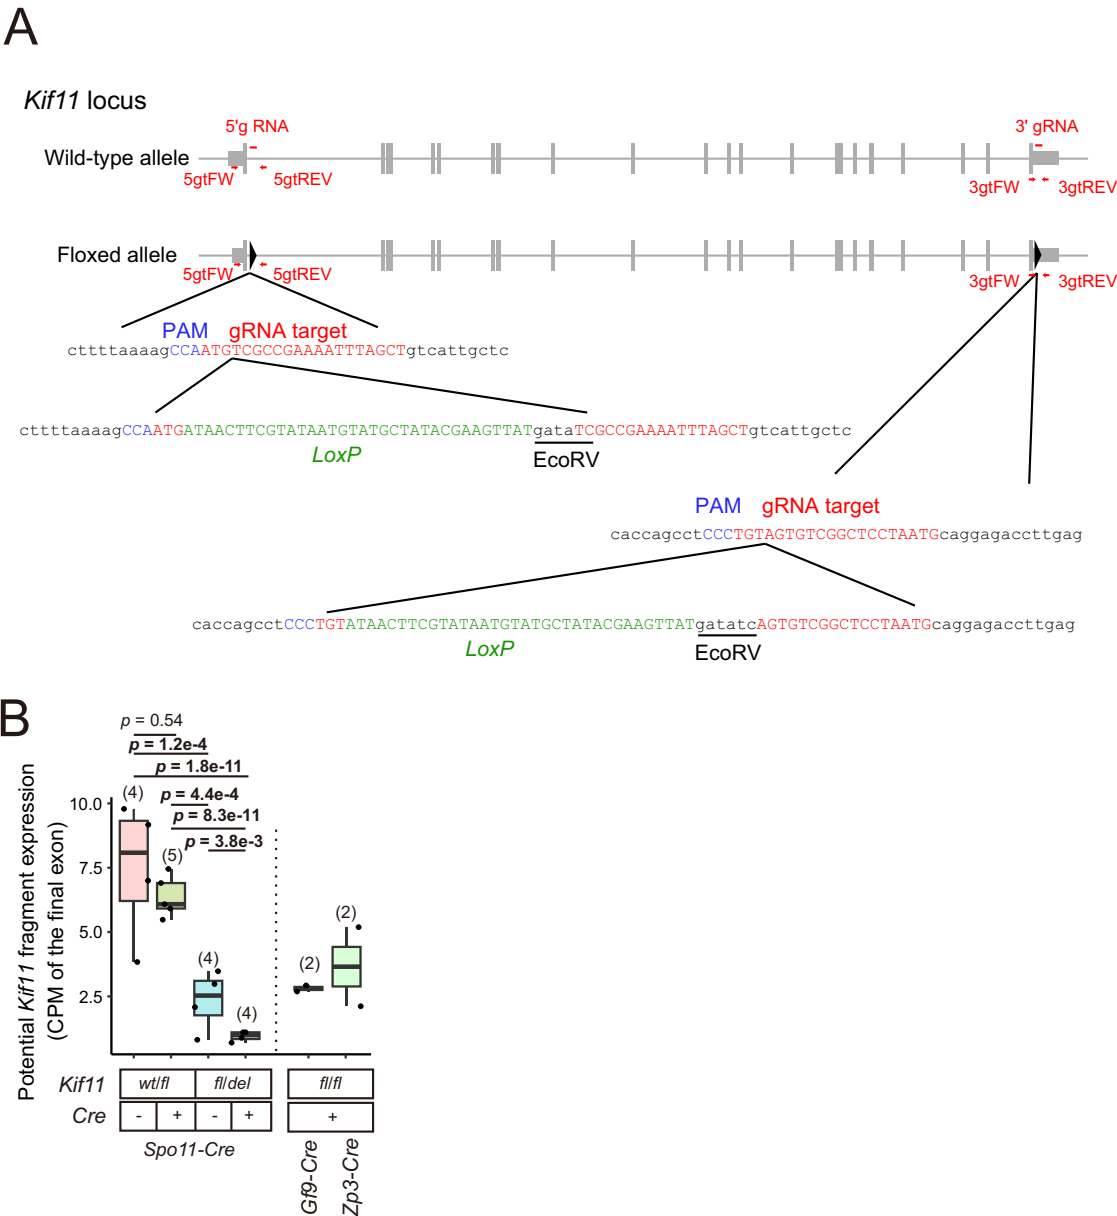

**Figure EV1. Generation of *Kif11* floxed mice.**

(A) Diagram of the *Kif11* gene locus. Thin exon segments denote untranslated regions (UTR), and the thick exon segments denote coding regions. Black triangles indicate target sites for CRISPR-Cas9-mediated *LoxP* (green) insertion. Red arrows indicate primer positions used for genotyping. The protospacer adjacent motif (PAM, blue) and the guide RNA (gRNA) target sequences (red) are marked. 

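The 3′ loxP site lies within the last exon of *Kif11*, downstream of the stop codon, so that part of that exon stays behind after recombination. In GRCm38 the target of the 3′ guide RNA with its PAM, CCCTGTAGTGTCGGCTCCTAATG, runs from 37421008 to 37421030 on chromosome 19, and the sequence drawn in Fig. EV1A places the loxP insertion after base 37421013. The reference around that place reads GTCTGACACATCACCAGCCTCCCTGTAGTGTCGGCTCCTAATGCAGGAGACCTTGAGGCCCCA. Of the 1601 bases of the last exon, 755 lie inside the floxed segment, with the stop codon at 37420388 to 37420390, and 846 bases of the 3′ UTR lie outside it. The primers 3gtFW (GGCCAAGGCTGTTTCCCTAC, 37420729 to 37420748) and 3gtREV (ACAGCGTTGTCAAAGCGAAA, 37421209 to 37421228) lie in the last exon on both sides of the site. At the other end of the gene, primer 5gtFW (CTCCCGGTTCTCACTGTGTC, 37376535 to 37376554) lies in exon 1, while primer 5gtREV (TGCACCTTAGCCATGTACTTTCA) and the target of the 5′ guide RNA (CCAATGTCGCCGAAAATTTAGCT) are not in the spliced transcript. The diagram draws the 5′ loxP site in the first intron, so exon 1 also lies outside the floxed segment. The coordinate of the 5′ site was not determined, because the genome sequence was not used here.

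**Figure D3:**
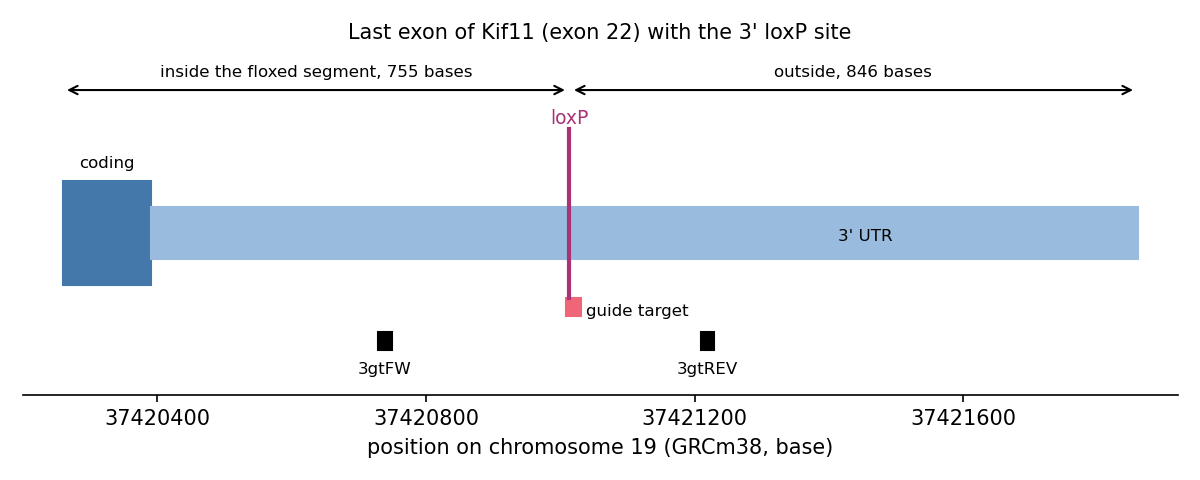
Map of the last exon of *Kif11* on chromosome 19 of GRCm38 (position in bases), with the coding part, the 3′ UTR, the 3′ guide RNA target, the loxP insertion and the primers 3gtFW and 3gtREV. The loxP insertion after base 37421013 leaves 846 bases of the exon outside the floxed segment.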

(B) Box plot comparing the relative expression levels of residual *Kif11* transcripts as measured by the coverage of the final exon from mice oocytes with respect to their genotype (Welch's *t*-test with Holm's correction for multiple comparisons; The numbers in parentheses above the box plot indicate the number of biologically independent experiments). Boxplots: Centerlines indicate the median; box limits represent the 25th and 75th percentiles; whiskers extend to the minimum and maximum values no further than 1.5 \* IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Source data are available online for this figure.

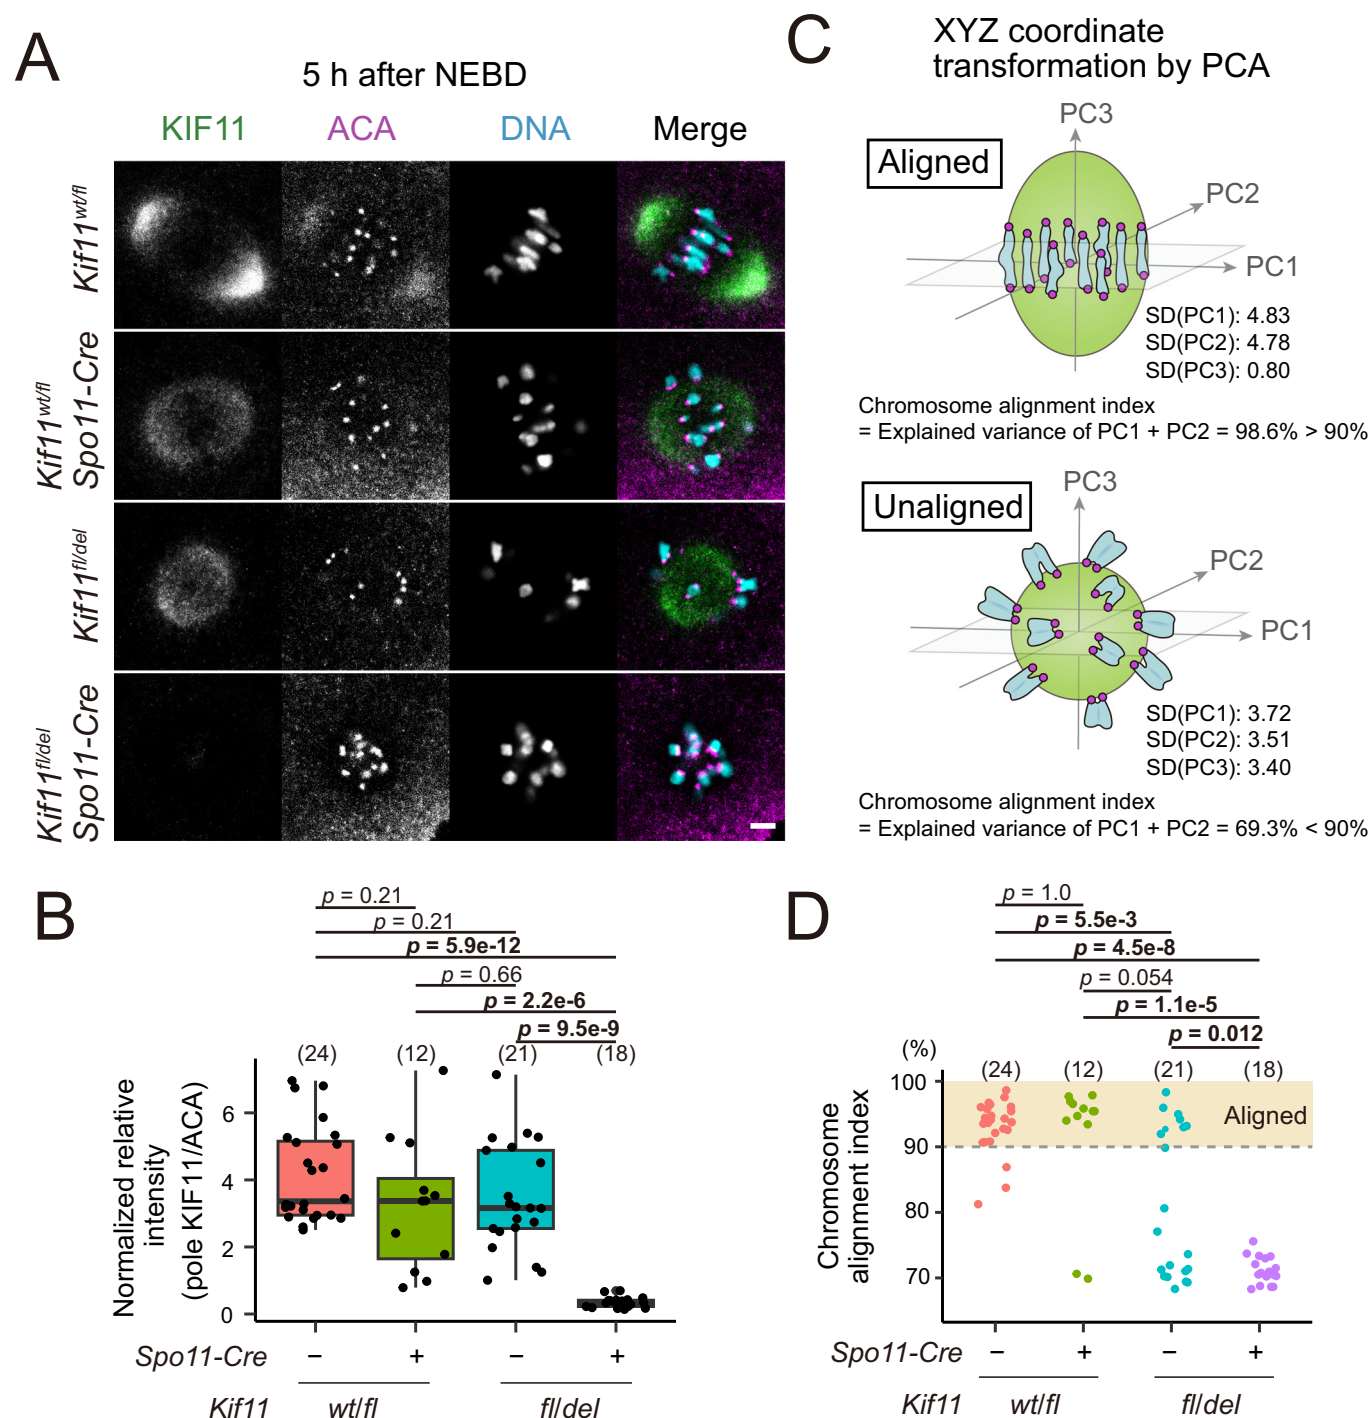

**Figure EV2. Validation of KIF11 depletion.**

(A) Oocytes were stained for KIF11 (green), ACA (kinetochores, magenta), and Hoechst 33342 (DNA, cyan) fixed at 5 h after NEBD (metaphase). Single z-section images are shown. Scale bar, 5  $\mu\text{m}$ . (B) Quantification of KIF11 accumulated at the spindle pole. KIF11 signals in *Kif11<sup>fl/del</sup> Spo11-Cre* oocytes were quantified at the chromosome centers. Welch's t-test comparing all possible pairs with Holm's correction for multiple comparisons. (C, D) Chromosome alignment defects in *Kif11*-deleted oocytes. Chromosome alignment index, defined as the sum of explained variance of PC1 and PC2 from PCA-transformed coordinates of chromosome position in 3D images, greater than 90% were considered as "chromosome-aligned" oocytes. The statistically significant differences ( $p < 0.05$ ) in the frequency of chromosome-aligned oocytes between genotypes were compared by Fisher's exact test comparing all possible pairs with Holm's correction for multiple comparisons. Two biologically independent experiments were performed for panels (A, B, D). Boxplots: Centerlines indicate the median; box limits represent the 25th and 75th percentiles; whiskers extend to the minimum and maximum values no further than 1.5 \* IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Source data are available online for this figure.

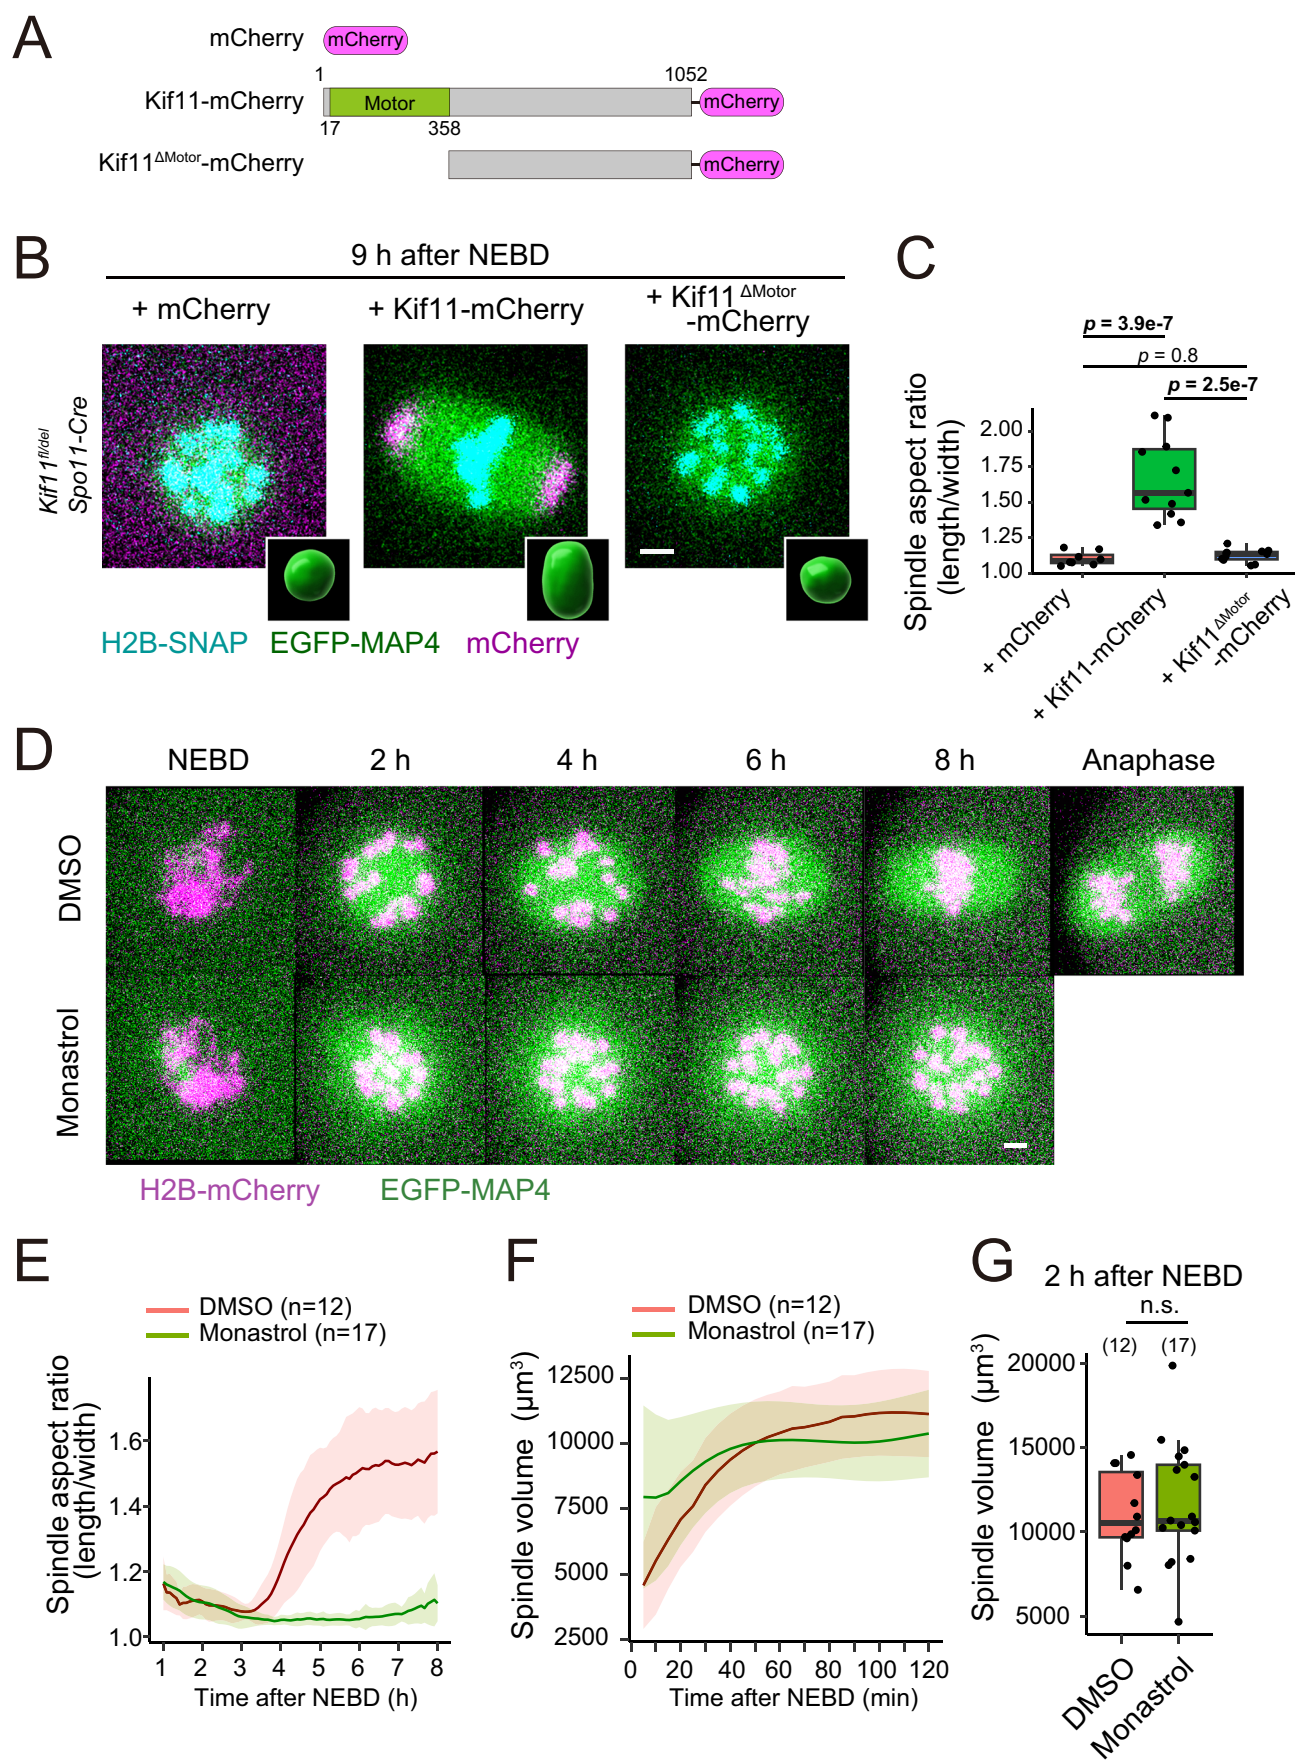

◀ **Figure EV3. Rescue experiments and phenotypes caused by KIF11 inhibition with monastrol.**

(A) Kif11 constructs used for rescue experiments. *Kif11<sup>ΔMotor</sup>* lacks the motor domain. (B) Live imaging of *Kif11<sup>fl/del</sup> Spo11-Cre* (conditional homozygous deletion) oocytes expressing EGFP-MAP4 (microtubules, green), H2B-SNAP (chromosomes, cyan), and one of the Kif11-mCherry, *Kif11<sup>ΔMotor</sup>-mCherry* or mCherry (magenta). Z-projection images and 3D-reconstructed spindle images are shown. Scale bars, 5 μm. (C) Box plot comparing spindle elongation at metaphase (9 h after NEBD) (Welch's *t*-test comparing all possible pairs with Holm's correction for multiple comparisons). (D) Live imaging of BDF1 mouse oocytes expressing EGFP-MAP4 (microtubules, green) and H2B-mCherry (chromosomes, magenta) in the presence of DMSO (control) or monastrol. Z-projection images are shown. Scale bars, 5 μm. (E) Spindle elongation over time is shown as mean ± SD. The aspect ratio (length/width) of 3D-reconstructed spindles was measured. (F) Spindle volume with mean ± SD determined from 3D-reconstructed images. (G) Box plot comparing spindle volume at prometaphase (2 h after NEBD) between control (DMSO) and monastrol ( $p = 0.63$ , Welch's *t*-test). The numbers in parentheses above the box plot indicate the number of oocytes used for experiments. Three or two biologically independent experiments were performed for panels (A–G), respectively. Boxplots: Centerlines indicate the median; box limits represent the 25th and 75th percentiles; whiskers extend to the minimum and maximum values no further than  $1.5 \times \text{IQR}$  from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Source data are available online for this figure.

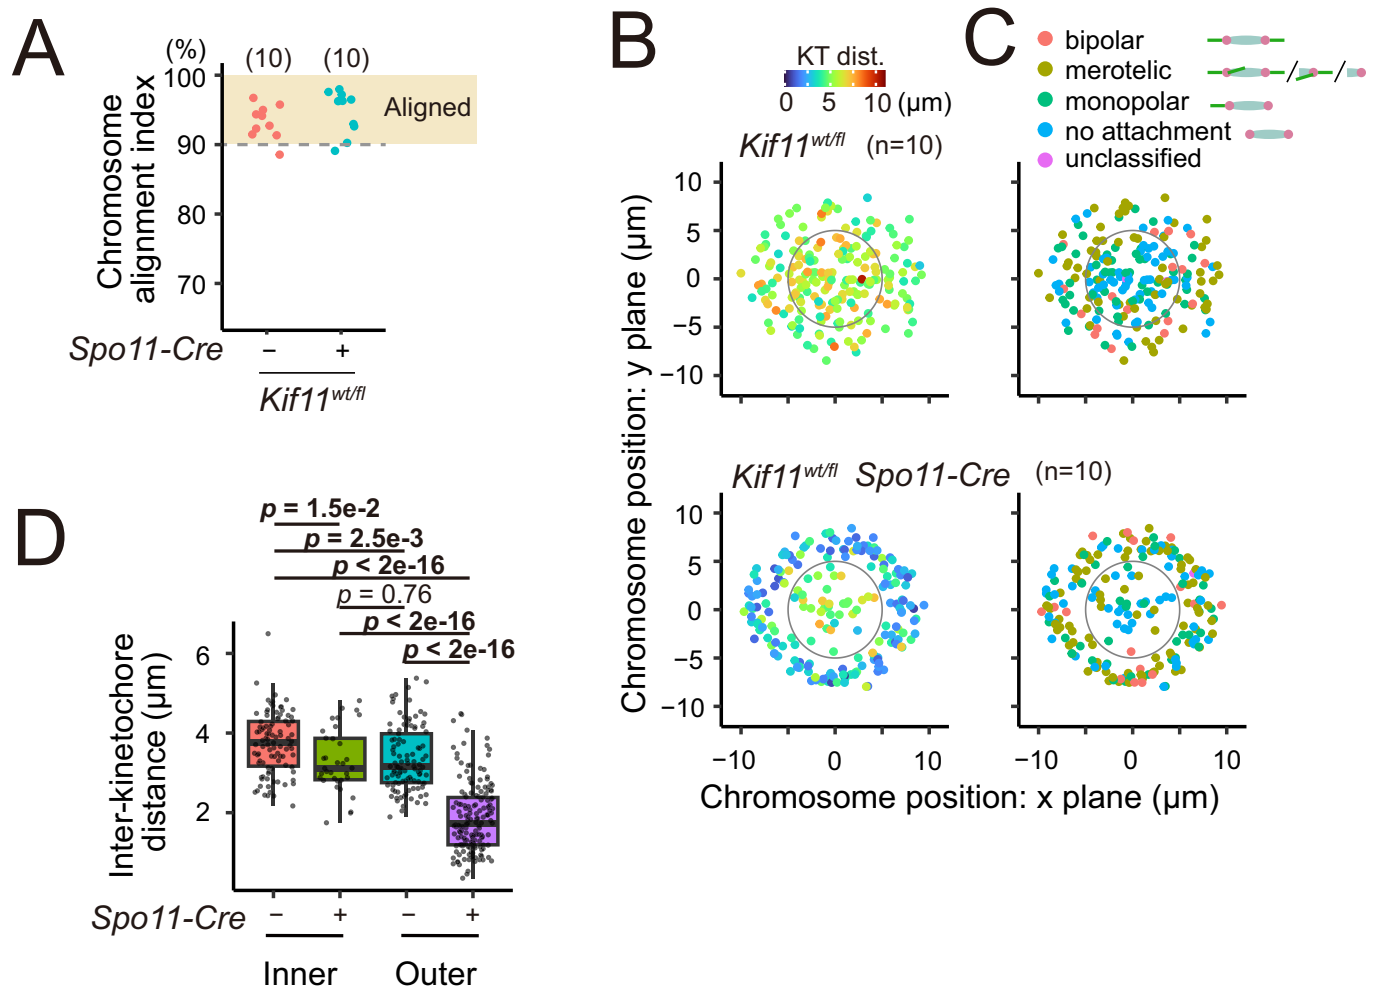

**Figure EV4. Spatial difference of KT-MT attachment status with respect to chromosome stretching.**

(A) Chromosome alignment index (see Fig. EV2) of oocytes analyzed for KT-MT attachments 5 h after NEBD. Each point represents one oocyte. The numbers in parentheses above the plots indicate the number of oocytes used for experiments. (B) Distribution of chromosome positions on the spindle equator with color codes indicating inter-kinetochore distance. (C) Chromosome positions are shown as in B, with color indicating KT-MT attachment status. (D) Box plot comparing inter-kinetochore distance with respect to chromosome position (inner or outer; see Fig. 4F) between genotypes. The statistically significant differences in inter-kinetochore distance between the chromosome positions were compared for each genotype by Welch's t-test for all possible pairs with Holm's correction for multiple comparisons. Three biologically independent experiments examining a total of ten oocytes for each genotype were performed. Boxplots: Centerlines indicate the median; box limits represent the 25th and 75th percentiles; whiskers extend to the minimum and maximum values no further than  $1.5 \times$  IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

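Full-length cDNA libraries from poly(A) RNA of 3 fully-grown oocytes each were available for 21 samples of 6 genotypes. The sample names give the genotype. For the 17 libraries of the *Spo11*-Cre line the mouse was inferred from the first part of the library name (9 mice). The mice of the 4 *Gdf9*-Cre and *Zp3*-Cre libraries are not given. The methods state a total of 17 sequenced libraries, which leaves these 4 out, so they may come from another batch. The authors trimmed adapters and low-quality bases with fastp, aligned reads to GRCm38 with Hisat2, sorted them with SAMtools and made the count tables with featureCounts, as reads uniquely mapped to annotated genes. In the custom annotations, the authors kept only exon 1 or only the last exon of *Kif11*, and the deposited count tables for those annotations were used as they are. The authors also deposited TPM values, whose calculation is not described. The TPM values served only as an alternative to CPM for the percentages of *Kif11*.
Each table holds 54232 genes, of which 54079 have a name in the Ensembl annotation used. The exon 1 and last-exon tables differ in the counts of 2 genes, *Kif11* and *Hhex*. Counts over all exons are a median of 1.941 times those of the last-exon table, and 59.7% of the nonzero counts are even against 47.7%, so single reads and read pairs were taken as the units. CPM computed from the tables were checked against the paper's source data for Fig. 1D and Fig. EV1B and differed by at most 0.0005 (exon 1, 17 libraries) and 0.0004 (last exon, 21 libraries). Positions on *Kif11* come from its Ensembl transcript, in which the primers and guide RNA targets were searched on both strands.
Counts of the libraries of a mouse were summed, because tubes of the same mouse are not independent. Genes with at least 1 count in at least 3 libraries were kept, which left 22383 genes for the *Spo11*-Cre line and 23225 for all libraries. edgeR 4.0.16 in R 4.3.3 was run with TMM normalization, glmQLFit and glmQLFTest, with genotype as the only factor. The quasi-likelihood test gives no standard error. Those printed with edgeR are the absolute log2 fold change divided by the square root of the F statistic. Benjamini-Hochberg adjustment was applied over genes and a threshold of 0.05 was used. Each of wt/fl *Spo11*-Cre, fl/del and fl/del *Spo11*-Cre was compared with wt/fl in a fit of the 9 mice. *Gdf9*-Cre and *Zp3*-Cre were compared with wt/fl in a fit of all 21 libraries, with each library of these drivers as its own sample. For *Kif11* alone, Holm's correction was applied over the 6 pairs of genotypes of the *Spo11*-Cre line, and over 4 comparisons for *Gdf9*-Cre and *Zp3*-Cre. For the counts over all exons this correction was added later, beside the adjustment over all genes. Percentages are the mean CPM over libraries divided by the mean of wt/fl. CPM were compared with two-sided exact permutation tests over libraries, which take tubes of the same mouse as separate samples. Over mice, 2 against 2 cannot give an exact p below 0.333. Counting intervals are exact, at 95%, and a count of 0 was given a floor of 3 counts.
The gene lists, 14 in all, were written by hand. They cover spindle kinesins, acentrosomal spindle assembly, kinetochore and spindle checkpoint, cohesin and meiotic chromosomes, meiotic maturation and cell cycle, oocyte-specific and maternal-effect genes, markers of granulosa and cumulus cells, of blood, immune and endothelial cells and of theca and stroma, p53 and DNA damage response, mitochondrially encoded genes, neighbours of *Kif11*, Cre driver genes and the C57BL/6 substrain marker *Nnt*. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, and members were also adjusted over the list alone. The named genes are *Kif11*, the genes named in the paper's results, the 20 largest changes past the threshold per comparison of the *Spo11*-Cre line (10 for *Gdf9*-Cre and *Zp3*-Cre) whose samples do not overlap and whose mean CPM is at least 5, and up to 4 members of each list with the smallest p. These choices and the alternatives were fixed before the data were examined, with the exceptions given in the closing parts.
The alternatives were edgeR on libraries, DESeq2 1.42.0 on libraries and on mouse sums, limma's voom with the mouse as a random block, RLE normalization, filterByExpr, no filter on low counts, the replicate number as a block, all 21 libraries in the fit, only the genotypes compared, and leaving out each mouse or library in turn. For percentages they were TMM and DESeq2 size factors, TPM, mouse means, medians, pooled counts and leaving out each library. For lists they were an estimated correlation, libraries as samples, and fry. Depth was 7205010 to 18454549 reads per library. The chi-square statistic per gene, which is near 1 for counting noise alone, had a median of 6.86 between tubes of the same mouse (8 pairs) and 8.63 between the other tubes of a genotype (22 pairs, among them the *Gdf9*-Cre pair and the *Zp3*-Cre pair, whose mice are not given). The ranges overlapped (5.27 to 11.0 and 5.72 to 18.5). The consensus correlation within mice from limma was −0.004 over 17 libraries and 0.0102 over 21. The procedure was tested on simulated data with 200 changed genes planted per comparison. Of 100 genes planted at a 2-fold change, 45 to 59 were recovered, and of 100 at a 4-fold change 88 to 96. Changes were planted only in genes with higher mean counts, so recovery among genes with few counts was not measured. Wrong calls ranged from 3 of 136 called genes (*Zp3*-Cre) to 13 of 156 (fl/del). The simulations of unchanged groups with shared controls used 20 data sets. The tables were assembled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and drawn with matplotlib 3.10.9. The exon 1 counts of the *Gdf9*-Cre and *Zp3*-Cre libraries are not in the deposited table and were not analysed here.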

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

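Chosen only after the results were seen were the comparison of fl/del *Spo11*-Cre with fl/del, the test of whether the *Spo11*-Cre effect differs between genotypes, the tests of lower *Kif11* expression, of chromosome segments and of library strips for the genes shared by both *Spo11*-Cre comparisons, and all 3 tests of the last-exon share. For the fixed background, the condition that *Kif11* over all exons is not higher as well was added after the result of that test was known.
The library m921_A7 of fl/del lay far from the other 3 fl/del libraries. It held 7205010 reads (the others 15635115 to 16836618), 16740 detected genes (18632 to 18989) and a median correlation of 0.952 with the others (0.964 to 0.965). Of 28 groups of values examined in this way, 3 held such a library, and chance gives about 1 in 20.
The effect of *Spo11*-Cre on *Kif11* over all exons was larger in fl/del, which has only the floxed allele left, than in wt/fl, by −2.34 on the log2 scale (standard error 0.329, adjusted p = 3.28e-05 from edgeR). The same difference was −2.11 in exon 1 (standard error 1.1, unadjusted p = 0.0575 and adjusted p = 0.678 from edgeR) and −1.19 in the last exon (standard error 0.582, unadjusted p = 0.0441 and adjusted p = 0.650 from edgeR). In the counts over all exons, 11 genes differed in their *Spo11*-Cre effect (33 in either table of read pairs), among them *Gm8817*, *mt-Rnr2*, *Tuba3b* and *Sumo2*.
The paper tests *Kif11* alone, so changes of other genes are data it does not report on. Against wt/fl, 430 genes changed in wt/fl *Spo11*-Cre (157 higher, 273 lower; 25 without mouse m920, with the balance turned to 19 higher and 6 lower, 56 without m923, 688 without m916), 6 in fl/del (1 higher, 5 lower; 2 without m923, 0 without m921 in edgeR, with 808 at an unadjusted p under 0.05) and 33 in fl/del *Spo11*-Cre (21 higher, 12 lower; 8 without m920, 12 without m923, 12 without m910, 18 without m918). For fl/del, DESeq2 on libraries gave 25 genes, DESeq2 on mouse sums 9 and limma's voom 1. With all 21 libraries in the fit these counts were 31, 0 (edgeR, 610 at an unadjusted p under 0.05) and 4, and with only the genotypes compared 82, 1 and 34. In *Gdf9*-Cre 183 genes changed (63 higher, 120 lower; 51 with only the genotypes compared, 55 without m920, 51 without m923, 379 without the first and 78 without the second *Gdf9*-Cre library). In *Zp3*-Cre 324 changed (146 higher, 178 lower, a higher share of 45.1% that became 55.9% with RLE normalization; 10 with only the genotypes compared, 46 without m920, 70 without m923, 195 without the first and 1560 without the second *Zp3*-Cre library). *Kif11* over all exons was at 14.5% of wt/fl with *Gdf9*-Cre and at 17.7% with *Zp3*-Cre, which the paper does not report. *Gdf9*-Cre and *Zp3*-Cre shared 33 higher genes (0.396 expected of independent lists) and 30 lower genes (0.92 expected). In 20 simulated sets with the same controls, at most 1 higher and 0 lower genes were shared. Those sets held no changed genes, so they cannot show how far shared wt/fl mice make longer lists overlap. The drivers cannot be told apart from other differences of the *Gdf9*-Cre and *Zp3*-Cre libraries.
Both *Spo11*-Cre comparisons with wt/fl shared 14 higher genes (0.147 expected of independent lists) and 6 lower genes (0.146 expected). At most 1 higher and 0 lower genes were shared in 20 simulated sets with shared controls. Those sets held no changed genes, so they cannot show how far shared wt/fl mice make longer lists overlap. Among the 20 genes shared here were *Rae1* (1.052 on the log2 scale between fl/del *Spo11*-Cre and fl/del, standard error 0.106, adjusted p = 3.14e-09 from edgeR) and *Rbm38* (0.98, standard error 0.138, adjusted p = 1.89e-05 from edgeR). Chance values of the shared wt/fl mice as the cause for all of them are argued against by the median signed log2 fold change of these 20 genes between fl/del *Spo11*-Cre and fl/del, 0.676 against 0.833 and 0.775 in the selecting comparisons (mean 0.804), although the fl/del *Spo11*-Cre mice took part in the selection, only 9 of the 20 passed edgeR's test there, *E330020D12Rik* (0.05), *Rab3d* (−0.17), *Rnf187* (−0.18), *Naip1* (0.19) and *Sult2a7* (0.37) kept little of the change, and part of the excess may come from shared samples. Lower *Kif11* expression as the cause for all of them is argued against by fl/del without Cre, where the median was 0.177 against 0.833 in wt/fl *Spo11*-Cre, but 16 of the 20 moved the same way there and *E330020D12Rik* (1.49 against 1.44), *Sult2a7* (3.57 against 3.19) and *Naip1* (0.46 against 0.52) by about as much. Of the 20 genes, 6 had another of them within 1 Mb (at most 2 in 95% of 10000 random sets, p = 9e-04 by permutation). They form pairs at separate places. *Rae1* (chromosome 2, 173000117 to 173015739) and *Rbm38* (173020498 to 173034734) lie beside *Spo11* (172977700 to 172993576). *Naa20* (higher) and *Crnkl1* (lower) lie elsewhere on chromosome 2 (145902099 to 145935014), and *Cul1* and *Ezh2* on chromosome 6. A chromosome segment carried with the transgene may contribute, but where the transgene lies was not determined. The genes of fl/del *Spo11*-Cre against wt/fl (8, random median 2, p = 0.0038 by permutation) and against fl/del (11, random median 2, p = 9e-04 by permutation) also showed an excess. Both sets hold the same 6 genes and are not independent support. The 430 genes of wt/fl *Spo11*-Cre showed no such excess (192, random median 180, p = 0.19 by permutation). The 183 of *Gdf9*-Cre, without this transgene, did show one (54, at most 52 in 95% of random sets, p = 0.033 by permutation), and *Rbm38* was lower with *Gdf9*-Cre and *Zp3*-Cre than in wt/fl. The labels name no library strip, and the letter in the library names was taken as one. Strips read in this way cannot be told apart from Cre, since the strip of the 8 Cre-negative libraries held 0 *Spo11*-Cre libraries. An effect of Cre itself stays open and untested.
The 430 genes of wt/fl *Spo11*-Cre had a median signed log2 fold change of 0.55 in the comparison that selected them, which inflates it. Between fl/del *Spo11*-Cre and fl/del the median was 0.0882, an argument against lower *Kif11* expression as the whole cause. That argument is weak, since *Kif11* is low in both of these genotypes. Also, 427 of the 430 moved the same way in fl/del *Spo11*-Cre against wt/fl (median 0.346) and 406 in fl/del against wt/fl (median 0.245). Both of these comparisons share the wt/fl mice. A difference in depth is argued against as well, since the median was 0.559 with each mouse thinned to the lowest total (441 genes called, 392 of them shared). For cells of another type, the smallest camera p of the 3 marker lists was 0.135 and the granulosa marker sums overlapped (715 to 796.0 CPM in wt/fl, 635 to 744 in wt/fl *Spo11*-Cre), but a missed test does not show equal content, and fry's test of members moving either way passed for granulosa markers (adjusted p = 0.000441 from limma) as it did for most lists. Chance values of the wt/fl mice stay open, because 406 of the 430 genes moved the same way in fl/del against wt/fl (median 0.245) and only 25 genes were called without mouse m920, 56 without m923 and 688 without m916. Library strip, Cre and parentage also stay open, untested.
Last-exon read pairs, as a percent of the single *Kif11* reads over all exons (the units differ alike in all libraries), were at 29.1 ± 7.36% in fl/del *Spo11*-Cre (SD, n = 4 libraries) against 10.8 ± 1.93% in wt/fl (exact permutation test over libraries, p = 0.0286, with 2 mice each, for which no exact p can be below 0.333), 29.2 ± 2.71% with *Gdf9*-Cre and 29.8 ± 5.77% with *Zp3*-Cre (SD, n = 2 each; p = 0.0667, the smallest that an exact test of 2 against 4 allows). Undeleted mRNA alone is argued against, since the lowest *Gdf9*-Cre or *Zp3*-Cre library was at 25.7% and the highest wt/fl library at 13.0%. A fixed background of last-exon reads stays open, since the higher last exon of *Gdf9*-Cre and *Zp3*-Cre against fl/del *Spo11*-Cre (larger Holm-adjusted p = 0.0168 from edgeR, lost under several alternatives, such as 0.0616 without mouse m918, and 0.0581 and 0.138 without the first library of each driver) goes with more *Kif11* over all exons (log2 fold changes of 1.45 and 1.68), and other differences of these libraries stay open too. Transcripts of the excised allele that keep exon 1 and the 846 bases of the last exon outside the floxed segment are a candidate explanation. Fl/del oocytes also carry a deleted allele, beside a floxed one that gives reads too. Their share was 9.72 ± 3.95%, no higher than in wt/fl (SD, n = 4, exact permutation test over libraries, p = 0.686). In wt/fl *Spo11*-Cre the share was 13.5 ± 1.51% (SD, n = 5, exact permutation test, p = 0.0556). In fl/del *Spo11*-Cre 3 read pairs lay in exon 1 and 30 in the last exon, against 92 and 204 in wt/fl (odds ratio 0.223, 95% 0.0424 to 0.744, Fisher's exact test over reads, p = 0.00762, and exact permutation test over libraries, p = 0.0571). The paper's exon 1 levels with *Gdf9*-Cre and *Zp3*-Cre, 6.13% and 7.08% of its wt/fl mean, were also below their last-exon levels of 37.7% and 49.1%. Each of these exon 1 levels lies below 3 counts of the library's total, and the difference was not tested. Transcripts that keep both ends therefore stay open as an explanation.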

How the results depend on the processing

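Chosen only after the results were seen were the settings without the shallowest library and with read pairs in place of reads, the comparisons of fl/del *Spo11*-Cre with fl/del and with wt/fl *Spo11*-Cre over all genes, and Holm's correction for *Kif11* over all exons. No result past its threshold turned its direction. The neighbours of *Kif11*, not past the test in wt/fl *Spo11*-Cre, turned from lower to higher with camera on libraries and with fry. The balance of called genes turned without m920 in wt/fl *Spo11*-Cre (19 higher, 6 lower) and in fl/del (3 higher, 2 lower), with no filter in fl/del (15 higher, 12 lower), with RLE in *Zp3*-Cre (171 higher, 135 lower) and without m917 between fl/del *Spo11*-Cre and wt/fl *Spo11*-Cre (20 higher, 11 lower). Of 385 alternative values of the *Kif11* tests, 354 kept their side of the threshold, 30 lost the call and 1 gained it. Of 112 alternative gene counts, 44 stayed within 1.5 times and 68 did not. Of 108 alternative list results, 101 stayed, 6 lost the call and 1 gained it. Of 5041 alternative results of single named genes, 4413 stayed, 454 lost the call and 174 gained it, and of 177 alternative percentages 166 stayed within the spread of the libraries. The planned tests of exon 1 with *Gdf9*-Cre and *Zp3*-Cre were not run, because those counts are not in the deposited table. Where a mouse or library left its group with 1 sample, that sample was assumed to vary like the other groups. Of 100 simulated 2-fold changes, planted only in genes with higher mean counts, 51 to 59 were found in the *Spo11*-Cre line, 51 with *Gdf9*-Cre and 45 with *Zp3*-Cre. Exon 1 counts of 0 to 10 read pairs in the fl/del genotypes limit exon 1. The cause was not tested for any of the changes below, except that filterByExpr tested fewer genes (15854, or 17720 with all libraries).
With only the genotypes compared, the Holm-adjusted p (edgeR) was 0.0887 for fl/del *Spo11*-Cre against fl/del in exon 1 and 0.0530 in the last exon. In the last exon it was 0.0682 for *Zp3*-Cre against wt/fl and for *Gdf9*-Cre against fl/del *Spo11*-Cre, and 0.0648 for *Zp3*-Cre against fl/del *Spo11*-Cre. With limma's voom the last exon gave an adjusted p of 0.0632 for fl/del *Spo11*-Cre against fl/del, 0.0550 for *Gdf9*-Cre and 0.0616 for *Zp3*-Cre against wt/fl, and 0.0616 and 0.0550 against fl/del *Spo11*-Cre.
Leaving out each mouse or library in turn, the Holm-adjusted p (edgeR) of exon 1 ranged from 0.0154 to 0.149 (fl/del against wt/fl), 0.0348 to 0.343 (fl/del against wt/fl *Spo11*-Cre) and 0.00353 to 0.110 (fl/del *Spo11*-Cre against fl/del). For the last exon it ranged from 0.000526 to 0.0648, 0.00136 to 0.103 and 0.00295 to 0.310 for the same pairs. For *Gdf9*-Cre and *Zp3*-Cre the last exon gave 0.00522 to 0.149 and 0.0141 to 0.239 against wt/fl, and 0.0268 to 0.0616 and 0.000668 to 0.138 against fl/del *Spo11*-Cre. For wt/fl *Spo11*-Cre against wt/fl over all exons it ranged from 0.00315 to 0.368. The calls of fl/del *Spo11*-Cre against wt/fl and against wt/fl *Spo11*-Cre held in both exons under all alternatives run, with highest p of 0.000383 and 0.00399 in exon 1 and 7.45e-05 and 7.29e-05 in the last exon. The percent of wt/fl in the last exon ranged from 73.6 to 95.5 for wt/fl *Spo11*-Cre and from 32.5 to 42.1 for *Gdf9*-Cre (35.5 with TPM, 34.7 with medians), from 28.4 to 69.7 for *Zp3*-Cre, in exon 1 from 1.078 to 3.98 for fl/del *Spo11*-Cre (1.57 with medians), and over all exons from 13.1 to 15.8 for *Gdf9*-Cre (13.8 with TMM, 13.9 with DESeq2 size factors).
The counts of changed genes against wt/fl were 430 for wt/fl *Spo11*-Cre, 6 for fl/del, 33 for fl/del *Spo11*-Cre, 183 for *Gdf9*-Cre and 324 for *Zp3*-Cre, and in the added comparisons 43 for fl/del *Spo11*-Cre against fl/del and 7 against wt/fl *Spo11*-Cre. In that order, DESeq2 on libraries gave 931, 25, 166, 728, 892, 90 and 14. DESeq2 on mouse sums gave 731, 81, 358 and 554 for wt/fl *Spo11*-Cre, fl/del *Spo11*-Cre, *Gdf9*-Cre and *Zp3*-Cre. EdgeR on libraries gave 343 for *Gdf9*-Cre and 528 for *Zp3*-Cre, and limma's voom gave 1 for fl/del. FilterByExpr gave 216, 0, 9, 100, 144, 18 and 2 in the first order. The 0 of fl/del (edgeR) had 825 genes at an unadjusted p under 0.05. No filter gave 27 for fl/del, 103 for fl/del *Spo11*-Cre, 329 for *Gdf9*-Cre, 87 against fl/del and 40 against wt/fl *Spo11*-Cre. All 21 libraries in the fit gave 31, 0 (610 genes at an unadjusted p under 0.05 in edgeR) and 4 for the *Spo11*-Cre line against wt/fl, and 9 and 3 in the added comparisons. Only the genotypes compared gave 82 for wt/fl *Spo11*-Cre, 1 for fl/del, 51 for *Gdf9*-Cre and 10 for *Zp3*-Cre. Without the shallowest library fl/del gave 3, and read pairs gave 75 for fl/del *Spo11*-Cre against wt/fl and 19 against wt/fl *Spo11*-Cre.
Leaving out each mouse or library gave 25 (without m920) to 688 (m916) for wt/fl *Spo11*-Cre, 0 (m921; 808 genes at an unadjusted p under 0.05 in edgeR) to 5 (m920) for fl/del, 8 (m920) to 18 (m918) for fl/del *Spo11*-Cre, 51 (m923) to 379 (first library) for *Gdf9*-Cre and 46 (m920) to 1560 (second library) for *Zp3*-Cre. In the added comparisons it gave 10 (m921) to 38 (m919) against fl/del, with 19 without m910 or m918, and 3 (m910) to 31 (m917) against wt/fl *Spo11*-Cre, with 18 without m916 and 21 without m922.
The replicate number does not pair the libraries, since of 42 pairs with the same number 0 had residuals correlated above 0.1 (median −0.000927). With the replicate number as a block, the counts were 96 for fl/del, 230 for fl/del *Spo11*-Cre, 501 for *Gdf9*-Cre and 659 for *Zp3*-Cre against wt/fl, and 143 and 29 in the added comparisons, and the Holm-adjusted p (edgeR) of *Kif11* over all exons in wt/fl *Spo11*-Cre was 0.0738.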

Differences from the paper's values

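None of the tests below was chosen after the result was seen. The paper's p-values took libraries as replicates, and the values here took mice. The percentages of exon 1 in the paper's text are within the spread of those here. The p-values are those printed in Fig. 1D and Fig. EV1B. The legends name Welch's test and the methods DESeq2, and the values of DESeq2 on libraries, the methods' stated setting, are within 1.5 times of the paper's in all 12 comparisons (0 of 12 differ). Of the 12 p-values here, 8 differ from the paper's by more than 1.5 times, and each of the 12 is on the same side of 0.05 as the paper's. The smallest p-values are also given as −log10 p.
For exon 1 of *Kif11*, fl/del *Spo11*-Cre against wt/fl gave the paper's p of about 2.3e-6 in Fig. 1D, read by eye (−log10 p of about 5.6), and 3.92e-07 here (6.41). Within 1.5 times of the paper's were, of the alternatives set before the data were examined, DESeq2 on libraries (2.17e-06) and only the genotypes compared (2.65e-06), and the others were not. Fl/del against wt/fl *Spo11*-Cre gave about 0.070 in Fig. 1D, read by eye, as the paper's value and 0.134 here. Within 1.5 times were edgeR on libraries (0.0794), DESeq2 on libraries (0.0688) and the replicate number as a block (0.0699), and the others were not. Fl/del *Spo11*-Cre against wt/fl *Spo11*-Cre gave about 5.1e-5 in Fig. 1D, read by eye (−log10 p of about 4.3), as the paper's value and 1.71e-05 here (4.77). Within 1.5 times were DESeq2 on libraries (4.86e-05), limma's voom (3.99e-05) and the fit without mouse m917 (6.23e-05), and the others were not. Fl/del *Spo11*-Cre against fl/del gave about 0.011 in Fig. 1D, read by eye, as the paper's value and 0.00663 here. Within 1.5 times were edgeR on libraries (0.00836), DESeq2 on libraries (0.0103) and limma's voom (0.00992), and the others were not.
For the last exon, fl/del against wt/fl gave about 1.2e-4 in Fig. EV1B, read by eye, as the paper's value and 0.000987 here. Within 1.5 times were DESeq2 on libraries (0.000110) and the replicate number as a block (0.000168), and the others were not. Fl/del *Spo11*-Cre against wt/fl gave about 1.8e-11 in Fig. EV1B, read by eye (−log10 p of about 11), as the paper's value and 9.58e-09 here (8.02). Only DESeq2 on libraries (1.37e-11) was within 1.5 times, and the others were not. Fl/del against wt/fl *Spo11*-Cre gave about 4.4e-4 in Fig. EV1B, read by eye, as the paper's value and 0.00265 here. Within 1.5 times were DESeq2 on libraries (0.000401) and the replicate number as a block (0.000333), and the others were not. Fl/del *Spo11*-Cre against wt/fl *Spo11*-Cre gave about 8.3e-11 in Fig. EV1B, read by eye (−log10 p of about 10), as the paper's value and 2.52e-08 here (7.60). Only DESeq2 on libraries (6.49e-11) was within 1.5 times, and the others were not.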

Other observations

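No test here was chosen after the result was seen. In wt/fl *Spo11*-Cre oocytes, which carry 1 floxed *Kif11* allele, 7 of 39 genes of meiotic maturation and 3 of 48 of spindle assembly were lower than in wt/fl. *Plk1* (ENSMUSG00000030867), a kinase of spindle assembly, was at 199 ± 9.17 CPM (SD, n = 3 mice) against 278 ± 6.81 CPM (SD, n = 2 mice), a log2 fold change of −0.48 (standard error 0.0987, adjusted p = 0.00414 from edgeR). *Fzr1*, an activator of the anaphase-promoting complex that holds oocytes in prophase arrest, was at 84.1 ± 11.5 against 123 ± 4.08 CPM, a log2 fold change of −0.55 (standard error 0.116, adjusted p = 0.00525 from edgeR). For Plk1, wt/fl Spo11-Cre vs wt/fl, the adjusted p was 0.154 without wt/fl mouse m920 and 0.127 without m923, and for Fzr1, wt/fl Spo11-Cre vs wt/fl, it was 0.224 and 0.0776. With all 21 libraries in the fit it was 0.2195 for *Plk1* and 0.222 for *Fzr1*. Of 39 meiotic maturation and cell cycle genes 0 were higher and 7 lower and 32 did not pass (1 higher and 9 lower adjusted over the list alone; adjusted p = 0.0171 from limma's camera, 0.501 with an estimated correlation). Of 48 acentrosomal spindle assembly genes 0 were higher, 3 lower and 45 did not pass (2 higher and 8 lower over the list alone; adjusted p = 0.0325 from limma's camera, 0.501 with an estimated correlation).
With *Gdf9*-Cre 7 and with *Zp3*-Cre 4 of 15 RNAs encoded by the mitochondrial genome were higher than in wt/fl, with no set test made. Their sum was 4856 and 2568 CPM with *Gdf9*-Cre and 2831 and 3182 CPM with *Zp3*-Cre, against 1798 to 2862 CPM in wt/fl. *mt-Atp6* (ENSMUSG00000064357), a subunit of ATP synthase, was at 13.8 ± 5.22 CPM with *Gdf9*-Cre (SD, n = 2 libraries) and 15.3 ± 0.890 CPM with *Zp3*-Cre (SD, n = 2) against 3.32 ± 0.701 CPM in wt/fl (SD, n = 2 mice), log2 fold changes of 2.06 (standard error 0.375, adjusted p = 0.00103 from edgeR) and 2.203 (standard error 0.378, adjusted p = 0.000345 from edgeR). For mt-Atp6, fl/fl Gdf9-Cre vs wt/fl, the adjusted p was 0.108 without wt/fl mouse m920, and for mt-Atp6, fl/fl Zp3-Cre vs wt/fl, it was 0.0772, or 0.0859 with only these genotypes compared. Of the 15 mitochondrially encoded genes 7 were higher and 8 did not pass with *Gdf9*-Cre (12 higher over the list alone), and 4 were higher and 11 did not pass with *Zp3*-Cre (5 over the list alone). In *Zp3*-Cre oocytes 4 of 28 other kinesins were lower (6 over the list alone), among them *Cenpe*, the kinetochore kinesin, at 231 ± 36.4 CPM (SD, n = 2 libraries) against 422.5 ± 18.3 CPM in wt/fl (SD, n = 2 mice), a log2 fold change of −0.87 (standard error 0.15, adjusted p = 0.000399 from edgeR). For Cenpe, fl/fl Zp3-Cre vs wt/fl, the adjusted p was 0.254 with only these genotypes compared. The first *Zp3*-Cre library stood apart from the second, with a kinesin sum of 2312 against 2959 CPM (3594 to 3651 CPM in wt/fl), an oocyte-specific sum of 55790 against 75100 CPM, and the highest chi-square per gene of all pairs of a genotype (18.5).
Between wt/fl *Spo11*-Cre and wt/fl, of 42 oocyte-specific and maternal-effect genes 3 were higher, 5 lower and 34 did not pass (8 higher and 7 lower over the list alone; adjusted p = 0.959 from limma's camera). Of 15 mitochondrially encoded genes *mt-Rnr2* was lower and 14 did not pass (2 higher and 1 lower over the list alone; adjusted p = 0.873 from limma's camera). Of 41 kinetochore and spindle checkpoint genes 0 passed edgeR's test, 10 had an unadjusted p under 0.05, and 5, 2 and 1 passed with DESeq2 on libraries, DESeq2 on mouse sums and limma's voom (2 lower over the list alone; camera, adjusted p = 0.959). Of 30 cohesin and meiotic chromosome genes 0 passed edgeR's test, 5 had an unadjusted p under 0.05, and 3, 2 and 1 passed with the same tools (3 higher and 1 lower over the list alone; camera, adjusted p = 0.873). In edgeR 0 of 18 granulosa and cumulus markers passed (4 at an unadjusted p under 0.05; 0 with DESeq2 or voom; camera, adjusted p = 0.406), 0 of 6 blood, immune and endothelial markers (2; 1 with DESeq2 on libraries; *H2-Aa* higher over the list alone; camera, adjusted p = 0.873) and 0 of 5 theca and stromal markers (1; 0 with DESeq2 or voom; camera, adjusted p = 0.873). In edgeR 0 of 23 p53 and DNA damage genes passed (2 at an unadjusted p under 0.05; 0 with DESeq2 or voom; camera, adjusted p = 0.873), 0 of 10 neighbours of *Kif11* (2; 1 with DESeq2 on libraries and 1 on mouse sums; *Exoc6* higher over the list alone; camera, adjusted p = 0.959) and 0 of 2 Cre driver genes (0; 0 with DESeq2 or voom). The C57BL/6 substrain marker *Nnt* was not tested, as its only reads were 13 in the first *Zp3*-Cre library, the one that stood apart above.
Between fl/del and wt/fl, no list had a member past edgeR's test over all genes. The unadjusted p was under 0.05 for 6 acentrosomal spindle, 3 kinetochore, 3 cohesin, 3 meiotic maturation, 6 oocyte-specific, 4 mitochondrially encoded and 2 p53 genes and for 1 gene each of the granulosa, blood, theca and *Kif11* neighbour lists, and with DESeq2 on libraries 1 kinetochore gene passed. Over the list alone *Cenpk* and *Star* were higher and *mt-Rnr2* and *mt-Nd6* lower. The mitochondrially encoded genes were lower as a set (adjusted p = 0.0262 from limma's camera, 0.883 with an estimated correlation), and no other list passed (smallest adjusted p = 0.2525 from limma's camera). Between fl/del *Spo11*-Cre and wt/fl no list passed (smallest adjusted p = 0.205 from limma's camera), and over the list alone *H2-Aa*, *Star*, *mt-Nd2* and *mt-Nd5* were higher and *Tle6* and *Uhrf1* lower.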
